# Synergistic and Independent Actions of Multiple Terminal Nucleotidyl Transferases in the 3’ Tailing of Small RNAs in Arabidopsis

**DOI:** 10.1371/journal.pgen.1005091

**Published:** 2015-04-30

**Authors:** Xiaoyan Wang, Shuxin Zhang, Yongchao Dou, Chi Zhang, Xuemei Chen, Bin Yu, Guodong Ren

## Abstract

All types of small RNAs in plants, piwi-interacting RNAs (piRNAs) in animals and a subset of siRNAs in Drosophila and *C*. *elegans* are subject to HEN1 mediated 3’ terminal 2’-*O*-methylation. This modification plays a pivotal role in protecting small RNAs from 3’ uridylation, trimming and degradation. In Arabidopsis, HESO1 is a major enzyme that uridylates small RNAs to trigger their degradation. However, U-tail is still present in null *hen1 heso1* mutants, suggesting the existence of (an) enzymatic activities redundant with HESO1. Here, we report that UTP: RNA uridylyltransferase (URT1) is a functional paralog of HESO1. URT1 interacts with AGO1 and plays a predominant role in miRNA uridylation when HESO1 is absent. Uridylation of miRNA is globally abolished in a *hen1 heso1 urt1* triple mutant, accompanied by an extensive increase of 3’-to-5’ trimming. In contrast, disruption of URT1 appears not to affect the heterochromatic siRNA uridylation. This indicates the involvement of additional nucleotidyl transferases in the siRNA pathway. Analysis of miRNA tailings in the *hen1 heso1 urt1* triple mutant also reveals the existence of previously unknown enzymatic activities that can add non-uridine nucleotides. Importantly, we show HESO1 may also act redundantly with URT1 in miRNA uridylation when HEN1 is fully competent. Taken together, our data not only reveal a synergistic action of HESO1 and URT1 in the 3’ uridylation of miRNAs, but also independent activities of multiple terminal nucleotidyl transferases in the 3’ tailing of small RNAs and an antagonistic relationship between uridylation and trimming. Our results may provide further insight into the mechanisms of small RNA 3’ end modification and stability control.

## Author Summary

Small silencing RNAs are key regulators of gene expression in both plants and animals. HEN1-mediated 3’ terminal 2’-*O*-methylation plays a crucial role in small RNA stability control. In the absence of HEN1, several types of small RNAs become frequently uridylated (non-templated uridine addition) and trimmed, a phenomenon that is conserved across species. However, the underlying molecular mechanism is barely understood. In this study, we have discovered UTP: RNA uridylyltransferase (URT1) that acts synergistically with HESO1 in miRNA uridylation, in addition to its role in oligo-adenylated mRNA uridylation. Analyzing the miRNA profiles also reveals the existence of multiple terminal nucleotidyl transferases in the miRNA tailing process and an antagonistic action between uridylation and trimming. We believe this study will shed light on our understanding of how various terminal nucleotidyl transferases recognize their substrates and function coordinately.

## Introduction

MicroRNAs (miRNAs), a class of small non-coding RNAs with 20–24 nt in size, are master regulators of gene expression at post-transcriptional levels in both plants and animals [1,2]. They impact various biological processes such as development, metabolism and response to different biotic and abiotic stresses [1]. In Arabidopsis, miRNAs are typically derived from their precursor RNAs called primary miRNA transcripts (pri-miRNAs) through a sequential cleavage, from either loop proximal or loop distal, by DICER-LIKE 1 (DCL1) and its associated proteins [2–5]. After generation, the 3’ terminal riboses of miRNA/miRNA* duplexes are 2’-*O*-methylated by the RNA methyltransferase HUA ENHANCER1 (HEN1) [6]. One strand of the mature, methylated miRNA/miRNA* duplexes is selectively incorporated into their effector protein, mainly ARGONAUTE1 (AGO1), to form a silencing complex [7]. In the *hen1* mutants, miRNAs accumulate at lower levels and become heterogeneous in size, due to different levels of trimming and non-templated nucleotides addition (tailing, also commonly referred to as uridylation because uridine is preferentially added) at their 3’ ends [6,8]. Similar process also occurs to plant small interfering RNAs (siRNAs), animal PIWI-interacting RNAs (piRNAs) and a subset of animal siRNAs [9–16]. These results reveal an evolutionary conserved role of 3’ end methylation in protecting small RNAs from 3’ end tailing, trimming and degradation.

HEN1 SUPPRESSOR1 (HESO1) is a major enzyme responsible for the small RNA uridylation in Arabidopsis [17,18]. Loss-of-function mutations in *HESO1* result in reduced miRNA tailing length, increased miRNA abundance and partially restored morphological phenotypes of *hen1*. In contrast, over-expression of *HESO1* in *hen1* causes reduced miRNA accumulation and more severe morphological phenotypes. Collectively, these results demonstrate that uridylation triggers miRNA degradation [17,18]. Nevertheless, A substantial amount of miRNA uridylation is present in the null *hen1 heso1* mutants, suggesting the existence of additional small RNA uridylyltransferase(s) [17,18]. Besides HESO1, the Arabidopsis genome encodes nine additional terminal nucleotidyl transferases (TNTases) [17,18]. However, their involvement, if any, in miRNA uridylation is probably masked by HESO1 because none of their single mutants has any visible effect in terms of the restoration of *hen1* morphological phenotypes [18].

To identify additional miRNA uridylyltransferase (s), we screened for mutants with further recovered fertility in the *hen1-2 heso1-2* background. In this study, we show that a Proline-to-Leucine substitution at amino acid 618 (P618L) in URT1 increases the silique length and enhances the miRNA function of *hen1-2 heso1-2*. URT1 was previously identified as an enzyme that uridylates some mRNAs with short poly(A) tails and exhibits robust U-tailing activity *in vitro* [19]. We find that URT1 interacts with AGO1 and is responsible for miRNA, but not heterochromatic siRNA, uridylation in *hen1-2 heso1-2*. miRNA uridylation is globally abolished in the *hen1-2 heso1-2 urt1-3* mutant, accompanied by an extensive increase of trimming. These results demonstrate that HESO1 and URT1 act synergetically in miRNA uridylation and that trimming and tailing antagonize each other for the occupancy of miRNA 3’ ends. Moreover, a close investigation of the tailing status in *hen1-2 heso1-2 urt1-3* also reveals the addition of non-uridine nucleotides by yet uncharacterized TNTase(s), suggesting the complexity of miRNA tailing. Finally, we show HESO1 and URT1 may redundantly uridylate some miRNAs in the HEN1 competent background.

## Results

### A point mutation in URT1 increases the fertility of *hen1 heso1-2*

To identify novel components in miRNA stability control, we performed another genetic screen in *hen1-2 heso1-2* (note that *hen1-2* is a weak allele and *heso1-2* is a null allele). Fertility, as reflected by the silique length, has been proved to be an effective indicator of miRNA activity in this system [17,20]. A mutant (m37-6) with markedly longer siliques than *hen1-2 heso1-2* was isolated from the M2 population of ethylmethanesulfonate (EMS) mutagenized *hen1-2 heso1-2*. The average silique length of m37-6 was ~1.0 cm, which was about 1.3 and 2.9 fold of those of *hen1-2 heso1-2* and *hen1-2*, respectively (Fig 1A and 1B). Backcross analyses revealed that the increased silique length phenotype was caused by a single recessive mutation. The mutation was roughly mapped to the marker nga168 on Chr. II, where HESO1 and two other TNTases (At2g40520 and At2g45620/URT1) were nearby this marker. Sequencing of these candidate genes revealed a single C-to-T nucleotide substitution, at the position +1853 relative to the translation start site (ATG) of URT1 (the mutation was hereafter referred to as *urt1-3*; *urt1-1* (Salk_087647C) and *urt1-2* (WISCDSLOXHS208_08D) were previously characterized to be defective in the uridylation of mRNAs with shortened poly(A) tails. [19]), which resulted in a Proline-to-Leucine change at amino acid 618 (P618L) (Fig 1C and 1D). P618 is located in an uncharacterized region that links the PAP domain and the PAP-associated domain. Blast analysis suggested that P618 is rather conserved, especially among those well-characterized TNTases (Fig 1D). Introduction of a genomic fragment of *URT1* fused with a *GFP* (*pURT1-URT1-GFP*) (S1 Fig) at its C-terminus into *hen1-2 heso1-2 urt1-3* restored its silique length to the *hen1-2 heso1-2* level, suggesting that the *urt1-3* mutation is responsible for the increased fertility of *hen1-2heso1-2*.

**Fig 1:**
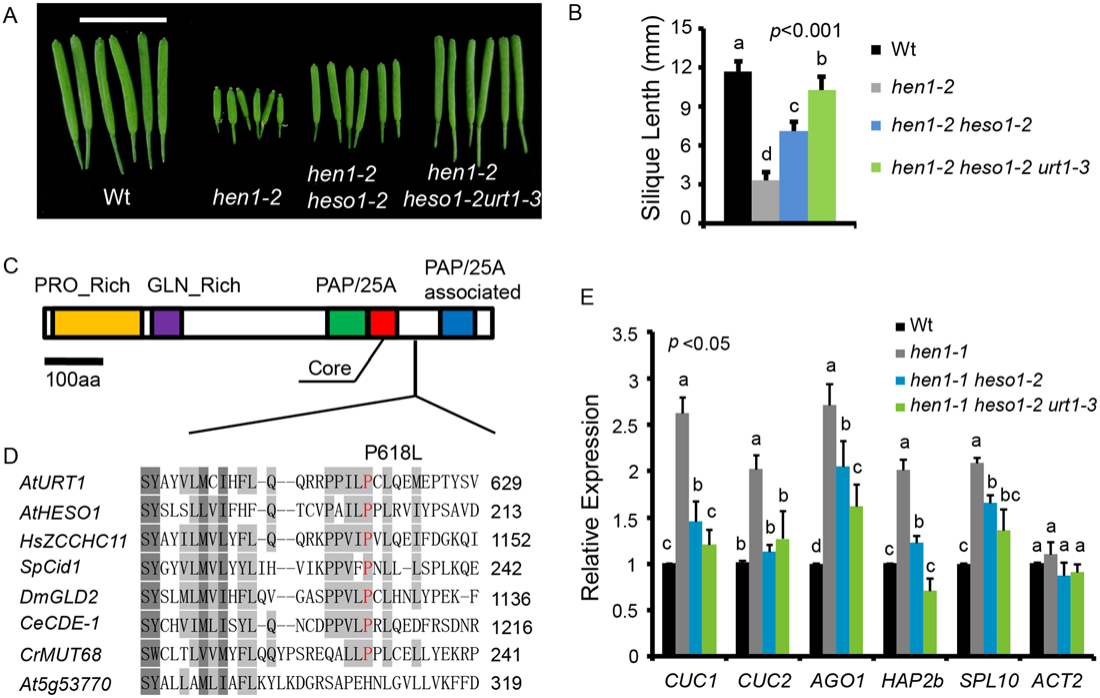
*urt1-3* increases the silique length in *hen1-2 heso1-2* and enhances miRNA function in *hen1-1 heso1-2*. (A) Fully-expanded siliques from plants of the indicated genotypes. Scale bar, 1cm. (B) Average silique length in indicated genotypes. 40 siliques from at least 6 individual plants for each genotype were analyzed. (C) Schematic structure of URT1 protein. PRO_Rich: Proline rich domain; GLN_Rich: Glutamine rich domain; PAP/25A: Poly A polymerase domain; Core: Core regions of PAP/25A; PAP/25A associated: Poly A polymerase associated domain. (D) Conservation of URT1 P618 across species. *At*, *A*. *thaliana*; *Hs*, *H*. *sapiens*; *Sp*, *S*. *pombe*; *Dm*, *D*. *melanogaster*; *Ce*, *C*.*elegans*; *Cr*, *C*. *reinhardtii*. (E) *urt1-3* enhances miRNA function in *hen1-1 heso1-2*. The transcript levels of five miRNA targets in indicated genotypes. Target mRNA accumulation in each genotype was quantified by qPCR using primers spanning the cleavage site and compared with those of wild type (Wt). The expression level of each gene in Wt was arbitrarily set to 1. Quantifications are normalized with *GAPDH* transcript. *ACT2* was served as an internal control. Values are means of three biological replicates ±SD.

Introgression of the *urt1-3* mutation into *hen1-1 heso1-2* also increased its fertility (S2 Fig). Since *hen1-1* is a null allele of *hen1*, this observation suggested that the increase of *hen1 heso1-2* fertility by the *urt1-3* mutation doesn’t rely on the residual HEN1 activity. Morphological defects in *hen1* are mainly due to a reduction of miRNA activities and the null *heso1-2* mutation only partially restores the miRNA activities in *hen1* [17,18]. To determine whether the miRNA activities in *hen1-1 heso1-2* were further recovered by *urt1-3*, we compared the expression levels of five miRNA targets in L*er* (wild type, Wt), *hen1-1*, *hen1-1 heso1-2* and *hen1-1 heso1-2 urt1-3* by quantitative real-time RT-PCR (qPCR). Confirming our previous findings [17], the expression levels of all tested targets were increased in *hen1-1* as compared to those in Wt and their levels were partially restored in *hen1-1 heso1-2* (Fig 1E). Notably, the expression of these transcripts in *hen1-1 heso1-2 urt1-3* was further reduced, to the levels comparable to those in Wt (Fig 1E). Therefore, we conclude that the *urt1-3* mutation further enhances the miRNA function of *hen1-1 heso1-2*.

### Uridylation antagonizes 3’-to-5’ trimming of miRNAs

We next examined the expression patterns of several miRNAs in Wt, *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3* by the small RNA northern blot assay. We found that miRNA species with sizes longer than their annotated ones were barely detected in *hen1-2 heso1-2 urt1-3* for all the tested miRNAs (Fig 2). Instead, miRNAs in *hen1-2 heso1-2 urt1-3* became severely shortened in size as compared with those in *hen1-2* and *hen1-2 heso1-2* (Fig 2). The miRNA expression patterns of the genomic complementation line (*hen1-2 heso1-2 urt1-3* + *pURT1-URT1-GFP*) resembled those of *hen1-2 heso1-2*, demonstrating that the *urt1-3* mutation causes the changes of miRNA profiles in *hen1-2 heso1-2* (Fig 2).

**Fig 2:**
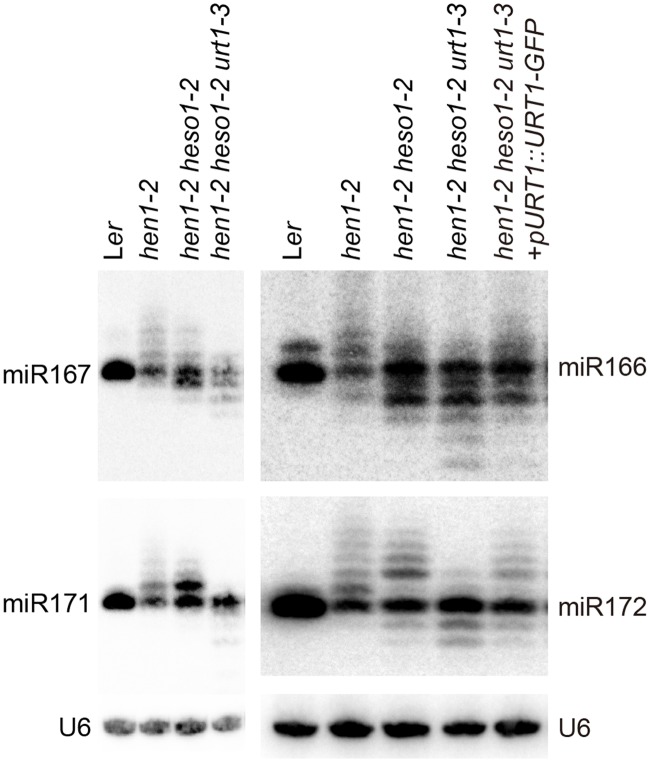
Small RNA northern blot analysis of miR167, miR166, miR171 and miR172 in various genotypes. U6 was served as a loading control.

Since unmethylated miRNAs can be frequently trimmed before uridylated [21], the size information given by the small RNA northern blot assay may only reflect the overall combination effect of trimming and tailing. In order to analyze the degree of uridylation reduction and trimming enhancement in detail, small RNA libraries with two biological replicates for each genotype were prepared from Wt, *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3* and subject to the Illumina deep sequencing. 

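The libraries were made from inflorescence RNA and sequenced in 51 nt single-end reads, with 2 libraries for each of L*er* (Wt), *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3*. *hen1-2* is a mutant allele of *HEN1*, which encodes the methyltransferase that protects the 3’ ends of plant small RNAs. The authors deposited, for each library, the number of reads at 337 miRNA entries, without normalization. Of these entries, 37 had a count of 0 in every library. By name, 334 of the 337 entries matched a mature miRNA of the TAIR10.1 annotation, which is of the Columbia accession; the paper's text names no genome build. The counts of all entries summed to 11423595 and 8612639 in the L*er* libraries and to 4678996 and 3773862 in *hen1-2*. In *hen1-2 heso1-2* the sums were 11265650 and 13046932, and in *hen1-2 heso1-2 urt1-3* 12314694 and 16085953. A read that matches several family members was listed at each of them, so that these sums were 231% to 439.8% of the total mapped reads given in the paper's S1 Table, and the 7 miR166 entries alone held 74.4% to 83.9% of them. The number of reads listed was therefore bracketed. The lower bound took the largest count among entries that share their first 16 nt, and the upper bound added the counts of distinct mature sequences. Entries with the same mature sequence can each hold reads that the other lacks, so the upper bound is not a strict maximum. The bounds were 1995174 and 2542869 reads in L*er* replicate 1 and 1151978 and 1291111 reads in *hen1-2* replicate 1. Replicates differed by more than counting noise in every genotype, with a chi-square per degree of freedom over distinct entries of 15.2 in *hen1-2* and 2479 in *hen1-2 heso1-2 urt1-3*. Differences in abundance were tested with edgeR's quasi-likelihood test after TMM normalization on the 209 entries that passed edgeR's expression filter, in a joint fit over all genotypes sequenced. The TMM factors ran from 0.658 in L*er* replicate 1 to 1.91 in *hen1-2* replicate 2. The scaling bears on every fold change: the median log2 fold change of all tested entries between *hen1-2* and L*er* was 0.11 with TMM and 1.51 with the sum of counts as library size.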

Small RNA 3’ end modification analysis was performed according to a previous report with minor modifications (for details, see Materials and Methods) [18]. Based on the algorithm, small RNA reads were split into a 5’ genome matched component (5GMC) part and a 3’ tailed part, which reflects the degree of trimming and tailing, respectively. Only reads with 5GMC longer than 12nt were included in our analysis.

We first compared the overall length distribution of miRNAs among these four genotypes. As expected, about 84% of the miRNAs were 21nt in size in Wt. The size of miRNAs became heterogeneous in *hen1-2*, ranging from 18nt to 25nt (reads cutoff = 0.5%) with peaks at 20nt and 21nt (Fig 3A and S3A Fig). An obvious shift of this size range towards shorter ones was observed in *hen1-2 heso1-2* and became more prominent in *hen1-2 heso1-2 urt1-3* (Fig 3A and S3A Fig), which is consistent with our northern blot results (Fig 2). Notably, only less than 2.5% of the miRNAs were 22nt or longer in *hen1-2 heso1-2 urt1-3*, compared with ~9.1% of those in *hen1-2 heso1-2* (p<0.0001, F-test) (Fig 3A and S3A Fig). Moreover, the 5GMC pattern of *hen1-2 heso1-2 urt1-3* resembled the miRNA distribution pattern (Fig 3A and 3B and S3A and S3B Fig), indicating a drastic loss of tailing activity by the loss of functions in HESO1 and URT1. The distribution of 5GMC also revealed that a reduction of uridylation was accompanied by an increase of trimming (Fig 3B and S3B Fig). Indeed, both the levels and extents (more extensive truncation) of trimming were gradually increased in *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3* when we quantified the degrees of tailing and trimming separately (Fig 3C and S3C Fig). 

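Where miRNAs of one family share their 5’ part, a read trimmed into the shared part matches both entries of the deposited counts. The entries were paired after the counts had been seen. Pairs were taken that share at least 16 nt from the 5’ end, whose less abundant member held at most 20% of the other's count in L*er*, and whose more abundant member had at least 100 counts in every library. Each less abundant entry was paired with only 1 more abundant entry, which gave 6 pairs. Other pairs that meet these conditions, such as miR159c with miR159b, were not used. Of the 6 pairs, 4 were kept, in which the first different base of the less abundant member was not U, since an added U would also match it. In miR159a and miR396b, the more abundant members of a pair each, the first different base is U, so a trimmed read with an added U matches only the more abundant member, and the share can rise from a loss of uridylation alone. miR159c and miR159a share 19 nt, so that a miR159a read that has lost 2 nt or more also matches miR159c. miR159b shares the same 19 nt, so its trimmed reads can also enter the miR159c count. The miR159c count was 0.929% ± 0.0654 (SD, n = 2) of the miR159a count in L*er*, 16.4% ± 1.08 in *hen1-2*, 36.0% ± 4.47 in *hen1-2 heso1-2* and 56.0% ± 0.730 in *hen1-2 heso1-2 urt1-3*. miR164c and miR164a share 20 nt, and a loss of 1 nt is enough. The miR164c count was 6.92% ± 0.964 of the miR164a count in L*er*, 65.9% ± 3.53 in *hen1-2*, 71.6% ± 8.94 in *hen1-2 heso1-2* and 91.0% ± 0.905 in *hen1-2 heso1-2 urt1-3*. The libraries of *hen1-2* (63.4% to 68.4%) and *hen1-2 heso1-2* (65.2% to 77.9%) overlapped. The miR167d count was 17.0% ± 0.740 of that of miR167a in L*er*, 93.1% ± 0.0115 in *hen1-2*, 97.1% ± 1.16 in *hen1-2 heso1-2* and 97.3% ± 0.414 in *hen1-2 heso1-2 urt1-3*, where the libraries of the last 2 genotypes overlapped. For miR396a and miR396b the share had a wide spread in *hen1-2 heso1-2 urt1-3*, from 62.1% to 124.04%, and a share above 100% shows that the less abundant member's own reads enter it. The miR396b count was 23650 and 56911 in *hen1-2 heso1-2* and 3948 and 19109 in *hen1-2 heso1-2 urt1-3*. The miR396a count fell as well, from 7897 and 14051 to 4897 and 11876. This share thus rose because miR396b fell more, and it enters the mean below. Averaged over the 4 pairs, the share rose from 49.4% ± 1.25 in *hen1-2* to 58.4% ± 2.10 in *hen1-2 heso1-2* and 84.3% ± 11.5 in *hen1-2 heso1-2 urt1-3*. The order of the 6 libraries gave p = 0.0222 in an exact two-sided permutation test over 90 arrangements, the smallest p that 3 genotypes of 2 libraries allow, and 0.0296 after Benjamini-Hochberg adjustment over 4 such tests. The rise from *hen1-2* to *hen1-2 heso1-2 urt1-3* was 34.9 percentage points. It was 18.4 percentage points with the reads of the pairs pooled. In the 2 pairs with no U at the first different base of either member, miR164c and miR167d, it was 14.6 percentage points, and the order did not pass the threshold (exact two-sided permutation test, p = 0.0667). In the pair miR319c and miR319a, left out for its U, the share fell from 17.6% ± 1.88 in *hen1-2* to 12.7% ± 3.04 in *hen1-2 heso1-2* and was 18.3% ± 0.905 in *hen1-2 heso1-2 urt1-3*. These shares can also hold reads of the less abundant member itself, and reads with a tail that matches neither precursor are not in them, so that a share can rise as tails are lost as well as through more trimming.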

Notably, a small peak of 5GMC at 17nt was observed in *hen1-2* (Fig 3B and S3B Fig), indicating a proportion of miRNAs favor to be trimmed to 17nt before they are further tailed. However, such a peak was not observed in either *hen1-2 heso1-2* or *hen1-2 heso1-2 urt1-3*, implicating a dynamic correlation between tailing and trimming.

**Fig 3:**
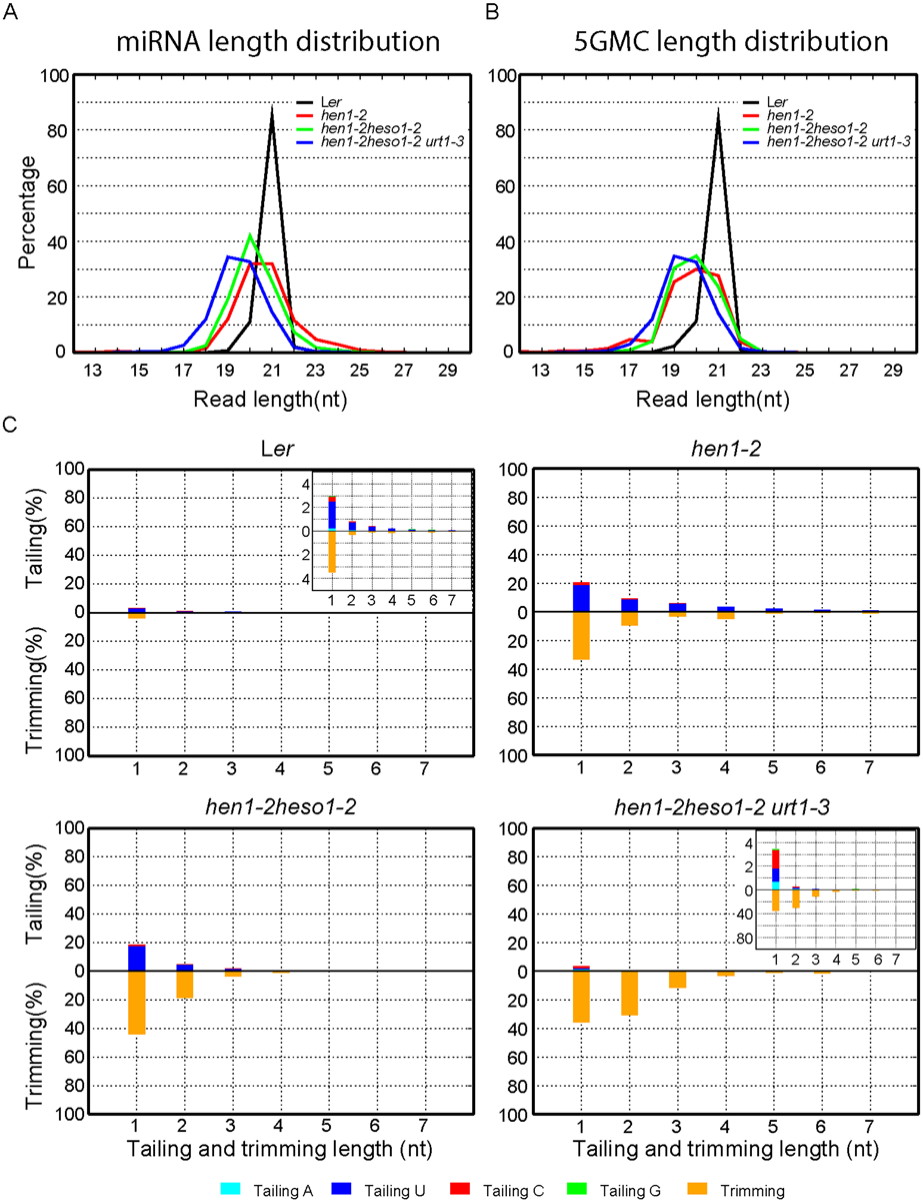
Global changes of miRNA profiles in *hen1-1 heso1-2 urt1-3*. (A) Size distribution of miRNAs in indicated genotypes. (B) Size distribution of 5GMC of miRNAs in indicated genotypes. 5GMC, 5’ genome matched component, see text for details. (C) Overall 3’ end signatures (including tail length, nucleotides addition composition and trimming extent) of miRNAs in indicated genotypes. The tailing and trimming extent was calculated as % (number of reads with indicated modification divided by total analyzed reads); the nucleotides addition composition was calculated as number of a nucleotide in the tail divided by tail length. Data from biological replicate 1 were shown. See S3 Fig online for data from biological replicate 2.

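Over the 209 miRNA entries tested, edgeR's quasi-likelihood test called 48 changed between *hen1-2 heso1-2* and *hen1-2* at a Benjamini-Hochberg adjusted p under 0.05, with 36 higher and 12 lower in *hen1-2 heso1-2*. This split is with TMM and can depend on the scaling. The median log2 fold change of all entries was -0.0188 with TMM, -1.17 with the sum of counts and -0.589 with the totals of S1 Table. Between *hen1-2 heso1-2 urt1-3* and *hen1-2 heso1-2*, 44 entries were called, with 28 higher and 16 lower in *hen1-2 heso1-2 urt1-3*. In both comparisons a count can also rise as tails are lost, if part of the tailed reads is left out of the counts. A called entry is therefore not necessarily changed in abundance. With the replicate number as a block, the calls were 39 and 39. Libraries with the same number deviated from their genotype's mean together with r = 0.141 in the former comparison and 0.580 in the latter, both across entries, which are not independent replicates. The alternative that moved these counts most was a fit on the 4 libraries compared, without the replicate block. It called 81 entries in the former and 0 in the latter, where 45 entries had an unadjusted p under 0.05. From *hen1-2* to *hen1-2 heso1-2*, miR161.2 rose by a log2 fold change of 2.62 (standard error 0.304, adjusted p = 1.212e-04 from edgeR) and miR5020c by 3.31 (standard error 0.595, adjusted p = 1.239e-03). miR5027 and miR1886.3 had the largest falls past the threshold, with log2 fold changes of -3.25 and -3.09. These changes rest on few reads. miR5027 had 21 and 18 reads in *hen1-2* and 4 and 1 in *hen1-2 heso1-2*, and miR1886.3 had 8 and 7 against 1 and 1. miR5020c had 2 and 3 reads in *hen1-2*, 37 and 29 in *hen1-2 heso1-2* and 6 and 4 in *hen1-2 heso1-2 urt1-3*. From *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3*, miR395a and miR164c rose the most, with log2 fold changes of 2.53 (standard error 0.451, adjusted p = 1.227e-03 from edgeR) and 2.45 (standard error 0.408, adjusted p = 9.131e-04). With each library left out in turn, these ran from 1.57 to 3.05 for miR395a and from 2.00 to 2.84 for miR164c. Both share their first 16 nt or more with another family member, so their counts can include trimmed reads of it. miR5020c and miR780.2 fell, with log2 fold changes of -3.10 and -2.40.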

Analyses of individual miRNAs further support our northern blot results and global miRNA profiles (Fig 2 and Fig 3). For most of the miRNAs analyzed, a gradual loss of uridylation activity was always accompanied by an increase of trimmed species and/or normal sized ones, albeit the degree of which varied among different miRNAs (Fig 4 and S4 Fig). 

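Some deposited entries have the same mature sequence but precursors that continue with different nucleotides. A read with 1 added U matches the precursor that continues with U and not the other, but a longer product of that precursor would match it too, and the counts alone do not tell which it is. Such entries were compared after the counts had been seen, and 8 pairs had at least 100 counts in every library. miR157c (chromosome 3 of TAIR10.1, 6244673 to 6244693, minus strand) and miR157a (chromosome 1, 24913276 to 24913296, minus strand) share the mature sequence TTGACAGAAGATAGAGAGCAC, which is followed by TAAGGA in the former and AGATGA in the latter. The miR157c count exceeded that of miR157a by 54.6% ± 0.619 (SD, n = 2) of the miR157c count in *hen1-2*, 34.9% ± 3.75 in *hen1-2 heso1-2* and 5.42% ± 0.207 in *hen1-2 heso1-2 urt1-3*, against 10.7% ± 0.908 in L*er*. The excess of miR399c over miR399b was 12.9% ± 1.23 in *hen1-2*, 0.661% ± 0.341 in *hen1-2 heso1-2* and 0.108% ± 0.00324 in *hen1-2 heso1-2 urt1-3*. That of miR164b over miR164a was 6.25% ± 0.987 in *hen1-2*, 1.90% ± 2.14 in *hen1-2 heso1-2* and 0.153% ± 0.328 in *hen1-2 heso1-2 urt1-3*, from 13 reads or fewer. In the last 2 of these the spread exceeded the mean. By their means, 8 of the 8 pairs fell in this order. Their mean excess was 11.0% ± 0.222 in *hen1-2*, 5.12% ± 0.203 in *hen1-2 heso1-2* and 0.340% ± 0.0503 in *hen1-2 heso1-2 urt1-3* (exact two-sided permutation test over 90 arrangements, p = 0.0222, adjusted p = 0.0296 over 4 tests). Without the miR157 pair, which moved it most after pooling, the mean excess in *hen1-2 heso1-2 urt1-3* minus that in *hen1-2* was -5.20 percentage points, and with the reads of the pairs pooled it was -3.47 percentage points. If a read is listed only at entries whose precursor it matches, the excess counts reads with a U at this position net of reads with the other precursor's nucleotide. It then does not count longer tails or tails on trimmed reads.

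**Figure D1:**
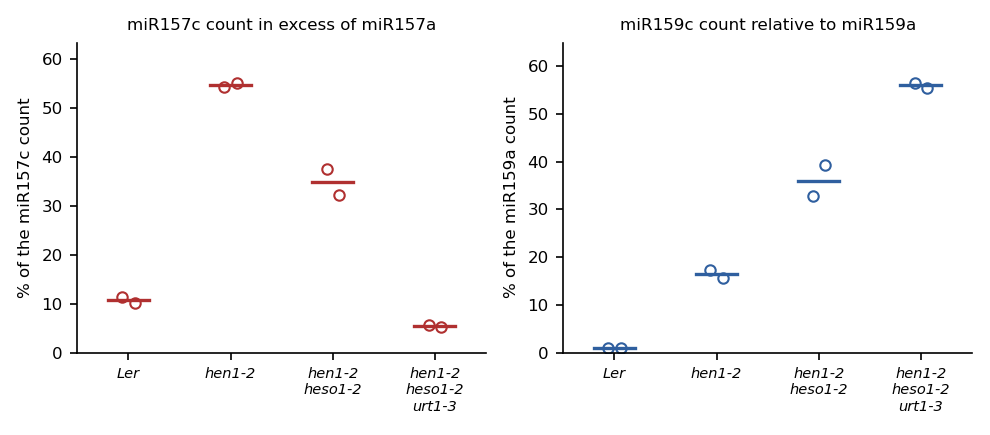
Left, the miR157c count in excess of the miR157a count, in % of the miR157c count; right, the miR159c count in % of the miR159a count, both by genotype. Open circles are the 2 libraries of a genotype and bars their mean; the excess falls from 54.6% in hen1-2 to 5.42% in hen1-2 heso1-2 urt1-3, while the miR159c share rises from 16.4% to 56.0%.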

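miR163 (chromosome 1 of TAIR10.1, 24884359 to 24884382, plus strand) is listed with the 24 nt sequence TTGAAGAGGACTTGGAACTTCGAT, and miR164a (chromosome 2, 19520770 to 19520790, plus strand) with TGGAGAAGCAGGGCACGTGCA. The TMM-normalized count of miR163 was 846.5 ± 162.6 (SD, n = 2) per 1000000 in L*er*, 965 ± 13.5 in *hen1-2*, 974 ± 47.7 in *hen1-2 heso1-2* and 4109 ± 1205 in *hen1-2 heso1-2 urt1-3*. Its log2 fold change from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3* was 2.08 (standard error 0.337, adjusted p = 9.131e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the change from *hen1-2* to *hen1-2 heso1-2* was not distinguishable from 0 (0.01, standard error 0.324, adjusted p = 0.977). The latter changed sign under other scalings, to -1.15 with the sum of counts as library size. The normalized count of miR164a was 20.9 ± 0.537 per 1000000 in *hen1-2*, 18.3 ± 9.65 in *hen1-2 heso1-2* and 76.2 ± 28.3 in *hen1-2 heso1-2 urt1-3*. Its log2 fold change was 2.05 from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3* (standard error 0.422, adjusted p = 3.283e-03 from edgeR) and -0.19 from *hen1-2* to *hen1-2 heso1-2* (standard error 0.414, adjusted p = 0.797). With each library left out in turn, the change from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3* stayed between 1.75 and 2.30 for miR163 and between 1.61 and 2.61 for miR164a, whose count includes reads shared with miR164b and miR164c. Fitted by edgeR with only the libraries of the 2 genotypes compared, neither change passed the threshold (adjusted p = 0.0765 for miR163 and 0.0941 for miR164a). Neither that fit nor the joint fit had a replicate block. Same-numbered libraries deviated together in this comparison (r = 0.580 across entries), the highest r of 15 pairs of genotypes, whose mean was -0.059. Why the 2 fits differ was not tested. The counts do not list tails by length, and long-tailed reads were not analysed here. The paper finds long tails on both miRNAs in *hen1-2 heso1-2* and reports them almost lost in *hen1-2 heso1-2 urt1-3*. If part of the tailed reads is left out of the counts, both counts would rise as tails are lost. The rises therefore cannot be told apart from a loss of tails.

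**Figure D2:**
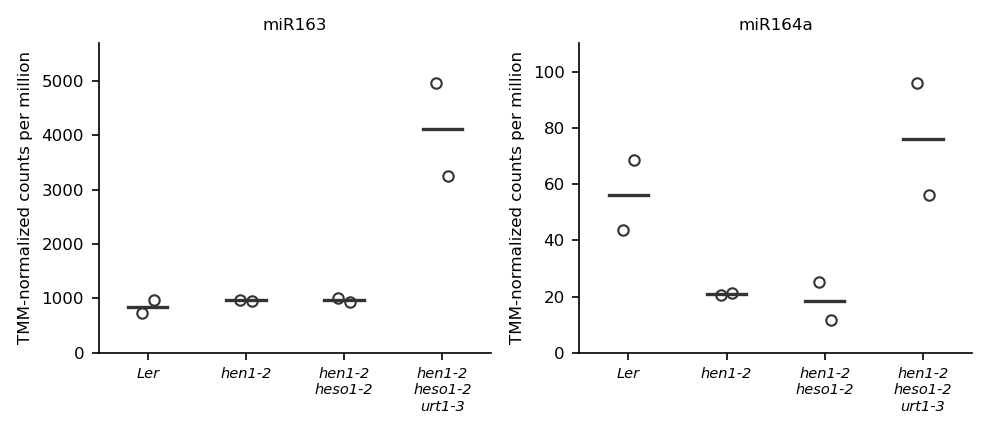
TMM-normalized counts per 1000000 of miR163 (left) and miR164a (right) by genotype. Part of the tailed reads may be left out of these counts. Open circles are the 2 libraries of a genotype and bars their mean; miR163 is at 974 in hen1-2 heso1-2 and 4109 in hen1-2 heso1-2 urt1-3, and miR164a at 18.3 and 76.2.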

Notably, long-tailed species could be readily detected in *hen1-2heso1-2* for some miRNAs (e.g. miR163 and miR164a) and the tails were almost abolished in *hen1-2heso1-2urt1-3* (Fig 4 and S4 Fig). More intriguingly, we found that several miRNAs (e.g. miR390 and miR398b) were resistant to both tailing and trimming modifications (Fig 4 and S4 Fig). 

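miR390 is listed as miR390a (chromosome 2 of TAIR10.1, 16061971 to 16061991, plus strand) and miR390b (chromosome 5, 23636961 to 23636981, plus strand), which have the same mature sequence AAGCTCAGGAGGGATAGCGCC and the same count in every library. The TMM-normalized count of miR390a was 904 ± 36.0 (SD, n = 2) per 1000000 in L*er*, 559 ± 0.658 in *hen1-2*, 438 ± 59.1 in *hen1-2 heso1-2* and 265 ± 14.1 in *hen1-2 heso1-2 urt1-3*. None of the log2 fold changes between successive genotypes passed an adjusted p of 0.05 in edgeR's quasi-likelihood test. They were -0.69 (standard error 0.293, adjusted p = 0.0588) from L*er* to *hen1-2*, -0.35 (standard error 0.292, adjusted p = 0.421) from *hen1-2* to *hen1-2 heso1-2* and -0.72 (standard error 0.293, adjusted p = 0.0840) from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3*. The change from L*er* to *hen1-2* was 0.70 with the sum of counts as library size. Across these steps the miR390a change added up, and between *hen1-2 heso1-2 urt1-3* and L*er* it was -1.77 (adjusted p = 2.987e-04 from edgeR). miR398b (chromosome 5, 4691107 to 4691127, plus strand; TGTGTTCTCAGGTCACCCCTG) had normalized counts of 135 ± 5.33 in L*er*, 329 ± 18.2 in *hen1-2*, 156.7 ± 21.1 in *hen1-2 heso1-2* and 79.4 ± 76.1 in *hen1-2 heso1-2 urt1-3*, where the spread between replicates was close to the mean. Its log2 fold changes were 1.29 (adjusted p = 0.0645), -1.07 (adjusted p = 0.163) and -0.98 (adjusted p = 0.221) in the same order. The counts do not split reads by tail or trim, so these changes in abundance do not test a resistance to tailing or trimming. miR398b shares 20 nt with miR398a, whose count was 3.57% ± 0.245 of that of miR398b in L*er*, 4.88% ± 0.525 in *hen1-2*, 14.4% ± 2.34 in *hen1-2 heso1-2* and 15.6% ± 12.1 in *hen1-2 heso1-2 urt1-3*. The first different base of miR398a is U, so this share can also hold miR398b reads that have lost 1 nt and gained a U. The pair was left out of the mean share of reads listed at a paralog.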

The reason for this resistance is currently unknown.

**Fig 4:**
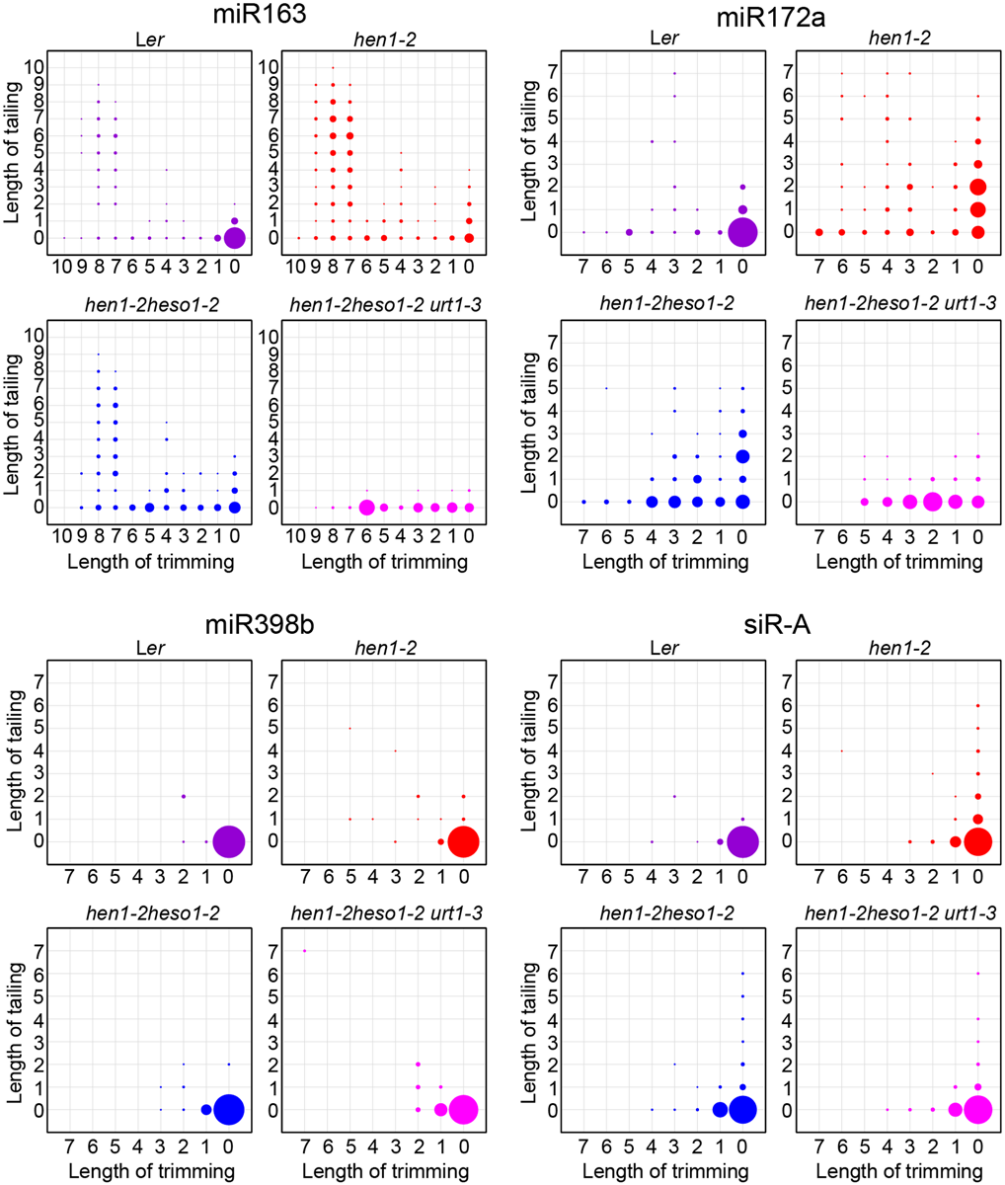
*urt1-3* affects miRNAs but not siRNAs uridylation in *hen1-2 heso1-2*. The X-axis represents the degree of trimming and the Y-axis represents the degree of tailing. The annotated miRNA sequences from miRBase v17.0 were served as standard sequences (i.e. these sequences are considered as non-tailed and non-trimmed.) For simplicity, we only analyzed reads started from the annotated 5’ ends. Thus, reads at coordinate position (0, 0) are exactly the same as annotated sequences and all reads from the same coordinate position are of same length. The relative abundance of each small RNA species is proportional to the diameter of the circles. Data from biological replicate 1 were shown. See S4 Fig online for more small RNAs and data from biological replicate 2.

### HESO1 and URT1 independent addition of non-uridine nucleotides by yet uncharacterized enzymes

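From the read numbers in the paper's S1 Table, reads with a tail of 1 to 7 nt were 5.00 ± 0.525 (SD, n = 2) per 100 mapped reads in L*er*, 42.3 ± 0.414 in *hen1-2*, 25.9 ± 0.787 in *hen1-2 heso1-2* and 3.89 ± 0.0807 in *hen1-2 heso1-2 urt1-3*. The fall from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3* was 6.66-fold. The libraries of the genotypes compared did not overlap, and 2 libraries against 2 cannot give an exact two-sided permutation p below 0.333. The 95% Wilson interval of the single libraries was narrow, 3.82 to 3.86 in *hen1-2 heso1-2 urt1-3* replicate 1, and covers counting error only, since reads amplified by PCR are not independent molecules. With tails of 2 nt or longer only, the share was 6.57 in *hen1-2 heso1-2* and 0.456 in *hen1-2 heso1-2 urt1-3*. The reads listed in the deposited counts, by the upper bound over distinct mature sequences, came to 97.7% ± 0.243 of the paper's total mapped reads in L*er*, 64.9% ± 0.583 in *hen1-2*, 83.5% ± 1.54 in *hen1-2 heso1-2* and 119% ± 8.45 in *hen1-2 heso1-2 urt1-3*. A value above 100% shows that this bound counts some reads more than once, if the deposited counts and S1 Table cover the same reads. By the lower bound the reads listed were 76.7% ± 0.109 in L*er*, 58.1% ± 0.257 in *hen1-2*, 70.0% ± 1.48 in *hen1-2 heso1-2* and 87.7% ± 0.865 in *hen1-2 heso1-2 urt1-3*. Reads without a tail in S1 Table made up 95.4% and 94.6% of the mapped reads in the L*er* libraries, 57.7% ± 0.414 in *hen1-2*, 74.1% ± 0.786 in *hen1-2 heso1-2* and 96.1% ± 0.0807 in *hen1-2 heso1-2 urt1-3*.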

Consistent with the overall length distribution (Fig 3A and S3A Fig), 3’ tailing was almost abolished in *hen1-2 heso1-2 urt1-3* (Fig 3C, S3C Fig and S1 Table). Intriguingly, we noticed a remarkably reduced preference for uridine (39.1%) when we calculated the nucleotide composition of the residual tails in *hen1-2 heso1-2 urt1-3*. 

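The uridine share computed from the paper's S1 Table was 34.8% in replicate 1 of *hen1-2 heso1-2 urt1-3* (95% Wilson interval 34.5% to 35.0%) and 43.4% in replicate 2 (43.2% to 43.7%), so that the replicates differed by more than counting error. Cytidine made up 41.4% ± 1.46 (SD, n = 2) of the tail nucleotides in this genotype, adenosine 15.9% ± 4.41 and guanosine 3.65% ± 0.267. In the deposited counts, miR166a and miR166e share the mature sequence TCGGACCAGGCTTCATTCCCC, and their precursors continue with CCAATT and TCAATT. In the *hen1-2 heso1-2 urt1-3* libraries the miR166e count fell short of the miR166a count, by differences of -18501 and -26832 reads, or -1.44% ± 0.0189 of the miR166e count. The miR165b entry, which continues with U, was likewise below that of miR165a, which continues with C, with a difference of -1.26% ± 0.183.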

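The miR166e count exceeded the miR166a count by 1.47% ± 0.107 (SD, n = 2) in *hen1-2* and by 0.0397% ± 0.00257 in *hen1-2 heso1-2*, and the difference was -0.0258% ± 0.00814 in L*er*. The excess of miR165b over miR165a was 3.83% ± 0.0265 in *hen1-2*, 1.39% ± 0.219 in *hen1-2 heso1-2* and 0.0996% ± 0.0708 in L*er*. In the paper's S1 Table, cytidine was 14.8% ± 0.0615 of the tail nucleotides in L*er*, 6.86% ± 0.0365 in *hen1-2* and 7.05% ± 0.394 in *hen1-2 heso1-2*. Uridine, summed in the same way over tails of 1 to 7 nt, had an SD over replicates of 0.429, 0.0645 and 0.623 percentage points in these genotypes. Averaging the uridine share over tail lengths in place of pooling the nucleotides moved it most in *hen1-2 heso1-2*, to 83.9%.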

As controls, the percentage of uridine addition in tails of Wt, *hen1-2* and *hen1-2 heso1-2* was 76.7%, 88.4% and 90.3%, respectively (Fig 3C, S3C Fig and S1 Table). Further analysis revealed that the raw counts of the other three types of nucleotides additions (i.e. adenosine, cytidine and guanosine) were comparable among *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3*, although their relative proportions were increased in the triple mutant, due to an almost complete loss of uridylation (S1 Table). 

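Counted over tails of 1 to 7 nt in the paper's S1 Table, non-uridine nucleotides numbered 192658 ± 19001 (SD, n = 2) in *hen1-2*, 121744 ± 6451 in *hen1-2 heso1-2* and 96655 ± 6549 in *hen1-2 heso1-2 urt1-3*. Per 1000000 mapped reads they were 107128 ± 3958, 34650.3 ± 2205 and 28577 ± 1917, so that *hen1-2 heso1-2* had 0.323 times and *hen1-2 heso1-2 urt1-3* 0.267 times the value of *hen1-2*. Uridine nucleotides per 1000000 mapped reads were 814902 ± 24993, 324500 ± 2533 and 18433 ± 3507 in the same order, a fall to 0.0226 times from *hen1-2* to *hen1-2 heso1-2 urt1-3*. For tails of 1 nt only, *hen1-2 heso1-2 urt1-3* had 0.941 times the non-uridine nucleotides of *hen1-2* per 1000000 mapped reads. The libraries of the genotypes lay apart in each of these comparisons over all tails, with an exact two-sided permutation p of 0.333, the smallest for 2 libraries against 2. In the deposited counts, miR160a continues with U and miR160b with C. The miR160a count exceeded that of miR160b by 4.29% ± 0.571 in *hen1-2* and by 0.248% ± 0.0339 in *hen1-2 heso1-2*, and was below it in both *hen1-2 heso1-2 urt1-3* libraries (-0.259% ± 0.122).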

Based on our definition of tailing, a tiny proportion of tailed-only miRNAs might be alternatively introduced by the misprocessing, alternative processing and/or processing of pre-tailed pre-miRNAs [22,23]. We thus investigated miRNA species with 1nt trimmed and 1nt tailed, ensuring that the tails we analyzed were added after processing. 

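In the paper's S2 Table, reads with 1 nt trimmed and 1 nt tailed numbered 83494 ± 1604 (SD, n = 2) per 1000000 mapped reads in *hen1-2*, 129549 ± 12101 in *hen1-2 heso1-2* and 10041 ± 759 in *hen1-2 heso1-2 urt1-3*. Uridine was the added nucleotide in 92.8% ± 0.0348 of them in *hen1-2*, 97.2% ± 0.416 in *hen1-2 heso1-2*, 57.5% ± 10.4 in *hen1-2 heso1-2 urt1-3* and 77.2% ± 3.52 in L*er*. Such reads with a uridine fell from 125887 ± 12295 per 1000000 mapped reads in *hen1-2 heso1-2* to 5814 ± 1481 in *hen1-2 heso1-2 urt1-3*, a 21.7-fold decrease. Those with another nucleotide were 5969.6 ± 85.6 in *hen1-2*, 3662 ± 194 in *hen1-2 heso1-2* and 4227 ± 722 in *hen1-2 heso1-2 urt1-3*. The change from *hen1-2 heso1-2* to *hen1-2 heso1-2 urt1-3* in these was within the spread of the replicates (exact two-sided permutation test, p = 0.667), while the *hen1-2* libraries lay above those of the other genotypes of the series (p = 0.333, the smallest that 2 libraries against 2 allow). By number of reads, not divided by the mapped reads, they were 10773 ± 1611, 12875 ± 819 and 14196 ± 519.7. Among the deposited entries whose precursors continue with U in one member and A in the other, the excess of miR167b over miR167a was 1.42% ± 0.000502 in *hen1-2*, 0.397% ± 0.0620 in *hen1-2 heso1-2* and 0 or 1 read in *hen1-2 heso1-2 urt1-3*. That of miR781a over miR781b was 3.56% ± 0.211, 1.43% ± 0.0410 and 0 reads in the same order.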

We found that uridylation, but not other types of nucleotides addition were affected upon loss of function in HESO1 and URT1 (S2 Table). Taken together, these data unambiguously suggested that HESO1 and URT1 predominantly catalyze the uridylation of miRNAs and other TNTase(s) must exist to catalyze the non-uridine nucleotides addition with low activities.

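In the paper's S1 Table, the ratio of *hen1-2 heso1-2 urt1-3* to *hen1-2 heso1-2* was 0.0568 for uridine nucleotides per 1000000 mapped reads and 0.825 for the other nucleotides together. In the deposited counts, 3 of the 8 entry pairs with the same mature sequence had the lower count at the entry that continues with U in both *hen1-2 heso1-2 urt1-3* libraries, and these are the pairs whose other member continues with C. The miR166c precursor continues with CT and that of miR166a with CC. The miR166c count exceeded the miR166a count by 1324 ± 318 (SD, n = 2) reads in *hen1-2 heso1-2* and by 113 ± 69.3 reads in *hen1-2 heso1-2 urt1-3*. From the near loss of uridine additions in the triple mutant, with the other additions remaining, the paper proposes that HESO1 and URT1 carry out most of the uridylation of miRNAs and that other TNTases of low activity add the non-uridine nucleotides.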

### Uridylation of heterochromatic siRNA is largely unaffected by URT1

We also tested whether URT1, as like HESO1, plays a role in siRNA uridylation. A reduction in 3’ uridylation and/or an increase in 3’ end trimming were observed in several ta-siRNAs, suggesting that these ta-siRNAs are also recognized by URT1 (S4 Fig). Unexpectedly, the 3’ end modification pattern was largely unaffected in all three tested heterochromatic siRNAs (hc-siRNAs) in *hen1-2 heso1-2 urt1-3* as compared with those in *hen1-2 heso1-2* (Fig 4 and S4 Fig), which were shown to be substrates of HESO1 [18]. The enzyme(s) responsible for siRNA uridylation in *hen1heso1-2* awaits future characterization. In addition, our results may also suggest a differentiation of terminal uridyl transferases in substrate recognition.

### Uridylation of miRNAs by HESO1 and URT1 in HEN1^+^ background

A small proportion of miRNAs in HEN1 competent background are unmethylated and these miRNAs are extensively uridylated and/or trimmed (Fig 5 and S5B Fig) [8,18,21]. 

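In L*er*, where HEN1 is active, the paper's S1 Table gives tails on 4.63% of the mapped reads in replicate 1 (95% Wilson interval 4.61% to 4.66%) and on 5.37% in replicate 2 (5.34% to 5.40%). The miR157c entry exceeded the miR157a entry, which has the same mature sequence but no U after it in the precursor, by 546 and 447 reads in the deposited counts of these libraries. For the other pairs of this kind the mean difference in L*er* ran from -0.0258% to 1.04% of the count.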

We thus examined whether HESO1 and URT1 are catalyzers of miRNA uridylation in HEN1^+^ plants. To test this, *hen1-2 heso1-2 urt1-3* was crossed to *heso1-2* [17] and *heso1-2 urt1-3* was obtained from the F2 progeny by genotyping. Like *heso1-2*, *heso1-2 urt1-3* didn't show any morphological defects as compared with Wt under normal growth condition (S5A Fig) [17,24]. 

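Inflorescence small RNA libraries of *heso1-2* and *heso1-2 urt1-3* were sequenced with 2 replicates each, in the same way as those of L*er*, and the authors deposited their read counts at the same 337 miRNA entries. The counts of all entries summed to 9189858 and 5475881 in *heso1-2* and to 9700373 and 10467419 in *heso1-2 urt1-3*. The bounds of the reads listed were 1757295 and 2183475 in *heso1-2* replicate 1 and 1229636 and 1487614 in replicate 2. In *heso1-2 urt1-3* they were 1972131 and 2450262 in replicate 1 and 1996097 and 2515290 in replicate 2. The TMM factors of the *heso1-2* replicates were 0.889 and 1.80, a larger gap than between the replicates of any other genotype. Fold changes were tested in the same joint fit as those of the *hen1-2* libraries. The counts do not separate reads that end at the annotated 3’ end from shorter or longer ones, so the variants alone were not analysed here.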

Small RNA deep sequencing reads ending with annotated miRNA sites were removed and the rest of miRNA variants were renormalized to 100% and subject to analysis as in Fig 4. We found the patterns for the loss of uridylation and the gain of trimming in L*er*, *heso1-2* and *heso1-2 urt1-3* resembled those observed in *hen1-2*, *hen1-2 heso11-2* and *hen1-2 heso1-2 urt1-3* (Fig 5 and S5B Fig), suggesting that HESO1 may act redundantly with URT1 in miRNA uridylation when HEN1 is fully competent.

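The excess of the miR157c count over the miR157a count was 4.91% ± 0.198 (SD, n = 2) of the miR157c count in *heso1-2* and 2.15% ± 0.0345 in *heso1-2 urt1-3*. Averaged over the 8 entry pairs, the excess was 1.58% ± 0.258 in L*er*, 0.722% ± 0.0165 in *heso1-2* and 0.215% ± 0.000390 in *heso1-2 urt1-3* (exact two-sided permutation test of the order over 90 arrangements, p = 0.0222, the smallest possible; adjusted p = 0.0296 over 4 tests). By their means 4 of the 8 pairs fell in this order. Without the miR157 pair the means over pairs still fell in order, with an exact permutation p of 0.0667. With the reads of the pairs pooled they did not, at 0.0391% in L*er*, 0.0429% in *heso1-2* and -0.0284% in *heso1-2 urt1-3* (exact permutation p = 0.178). The miR159c count was 4.74% ± 0.488 of the miR159a count in *heso1-2* and 11.5% ± 0.0643 in *heso1-2 urt1-3*. It can include miR159a and miR159b reads that have lost 2 nt or more, and this share can also rise from a loss of uridylation alone. The miR164c count was 10.8% ± 0.664 of that of miR164a in *heso1-2* and 15.8% ± 3.50 in *heso1-2 urt1-3*. The miR396a count was 10.2% ± 3.51 of that of miR396b in L*er*, 39.4% ± 18.3 in *heso1-2* and 37.1% ± 0.994 in *heso1-2 urt1-3*. By their means 3 of the 4 pairs rose in order. Over the 4 paralog pairs, the mean share was 8.75% ± 0.435 in L*er*, 19.2% ± 4.28 in *heso1-2* and 21.9% ± 1.18 in *heso1-2 urt1-3*. The order did not pass the threshold (exact two-sided permutation test, p = 0.0667), but did in the pairs with no U at the first different base of either member (p = 0.0222), and the *heso1-2* replicates spread from 16.2% to 22.2%. By abundance, edgeR's quasi-likelihood test called 18 of 209 entries changed between *heso1-2* and L*er*, and 2 between *heso1-2 urt1-3* and *heso1-2*, at an adjusted p under 0.05. The latter were miR775, with a log2 fold change of 1.87 (standard error 0.359, adjusted p = 0.0278 from edgeR), and miR159c, with 1.68 (standard error 0.366, adjusted p = 0.0430). With each library left out in turn, these ran from 1.43 to 1.55 for miR775 and from 0.978 to 1.63 for miR159c. The values with all libraries, 1.87 and 1.68, lay above these ranges, so both estimates fell whichever library was left out. With the replicate number as a block, the calls were 14 and 0, with 11 entries at an unadjusted p under 0.05 in the latter comparison. The correlation of same-numbered libraries across entries was 0.388 in the former comparison and -0.151 in the latter, where crossing the numbers gave 3 calls. From the resemblance of the miRNA patterns in the HEN1+ genotypes to those in the *hen1-2* background, the paper proposes that HESO1 may act redundantly with URT1 in miRNA uridylation where HEN1 is active.

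**Figure D3:**
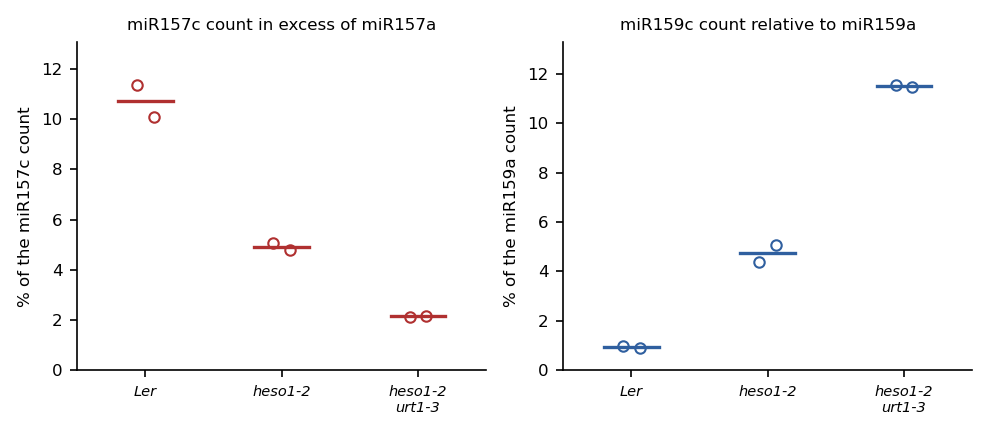
Left, the miR157c count in excess of the miR157a count, in % of the miR157c count; right, the miR159c count in % of the miR159a count, in genotypes with active HEN1. Open circles are the 2 libraries of a genotype and bars their mean; the excess falls from 10.7% in Ler to 2.15% in heso1-2 urt1-3, and the miR159c share rises from 0.929% to 11.5%.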

**Fig 5:**
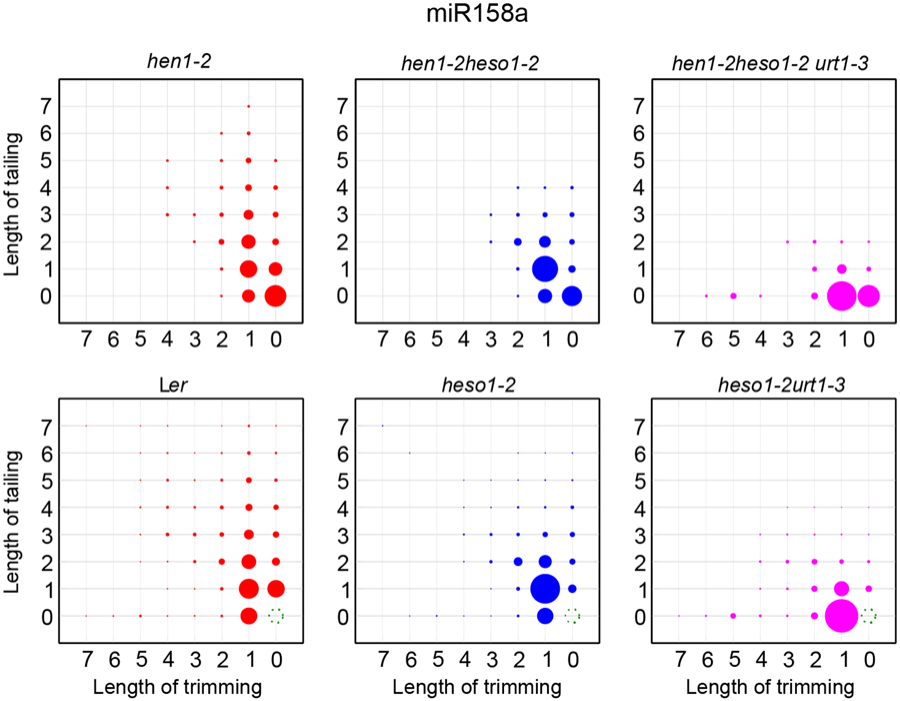
The tailing and trimming profiles of miR158a in L*er*, *heso1-2*, *heso1-2 urt1-3* resemble those in *hen1-2*, *hen1-2 heso1-2*, *hen1-2 heso1-2 urt1-3*. For L*er*, *heso1-2*, *heso1-2 urt1-3*, reads same as annotated miR158a sequence were removed and the rest of miR158a variants were renormalized to 100%. More interpretations of the matrix are depicted in Fig 4.

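miR158a (chromosome 3 of TAIR10.1, 3366349 to 3366368, minus strand) is listed with the 20 nt sequence TCCCAAATGTAGACAAAGCA. Its TMM-normalized count was 31082 ± 2472 (SD, n = 2) per 1000000 in L*er*, 24740 ± 10784 in *heso1-2* and 44771 ± 5552 in *heso1-2 urt1-3*. The miR158a abundance did not change past the threshold between *heso1-2* and L*er* (log2 fold change -0.33, standard error 0.353, adjusted p = 0.568 from edgeR's quasi-likelihood test) or between *heso1-2 urt1-3* and *heso1-2* (0.86, standard error 0.355, adjusted p = 0.471). The sign of the former depended on the scaling, and was 0.44 with the sum of counts as library size. In the *hen1-2* background the normalized counts were 35890 ± 202 in *hen1-2*, 33540 ± 9541 in *hen1-2 heso1-2* and 21279 ± 5931 in *hen1-2 heso1-2 urt1-3*. The counts do not split miR158a reads by tail or trim.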

### The P618L substitution impairs URT1 activity, affects its subcellular localization and diminishes its interaction with AGO1

Although the uridylyltransferase activity of URT1 on single stranded RNAs *in vitro* has been well documented [19,25], the effect of P618L substitution on its activity has not been determined and thus, how URT1^P618L^ increases the fertility in *hen1 heso1-2* and alters the miRNA profiles is unclear. To test this, we expressed both GST-URT1 and GST-URT1^P618L^ in *E*. *coli* BL21 and purified the recombinant proteins by the Glutathione Sepharose 4B beads (Fig 6A). Consistent with previous reports [19,25], GST-URT1 but not GST alone possessed a robust activity in incorporating UTP to the 3’ end of its RNA substrate (Fig 6B). In addition, GST-URT1 was also able to add a few adenosines (A) or cytidines (C) but only one to two guanosines (G) to its RNA substrate (Fig 6B). In contrast, only residual uridylyltransferase activities were detected for GST-URT1^P618L^ (Fig 6B), indicating the P618L single amino acid substitution severely impairs the URT1 activity without affecting its UTP preference.

**Fig 6:**
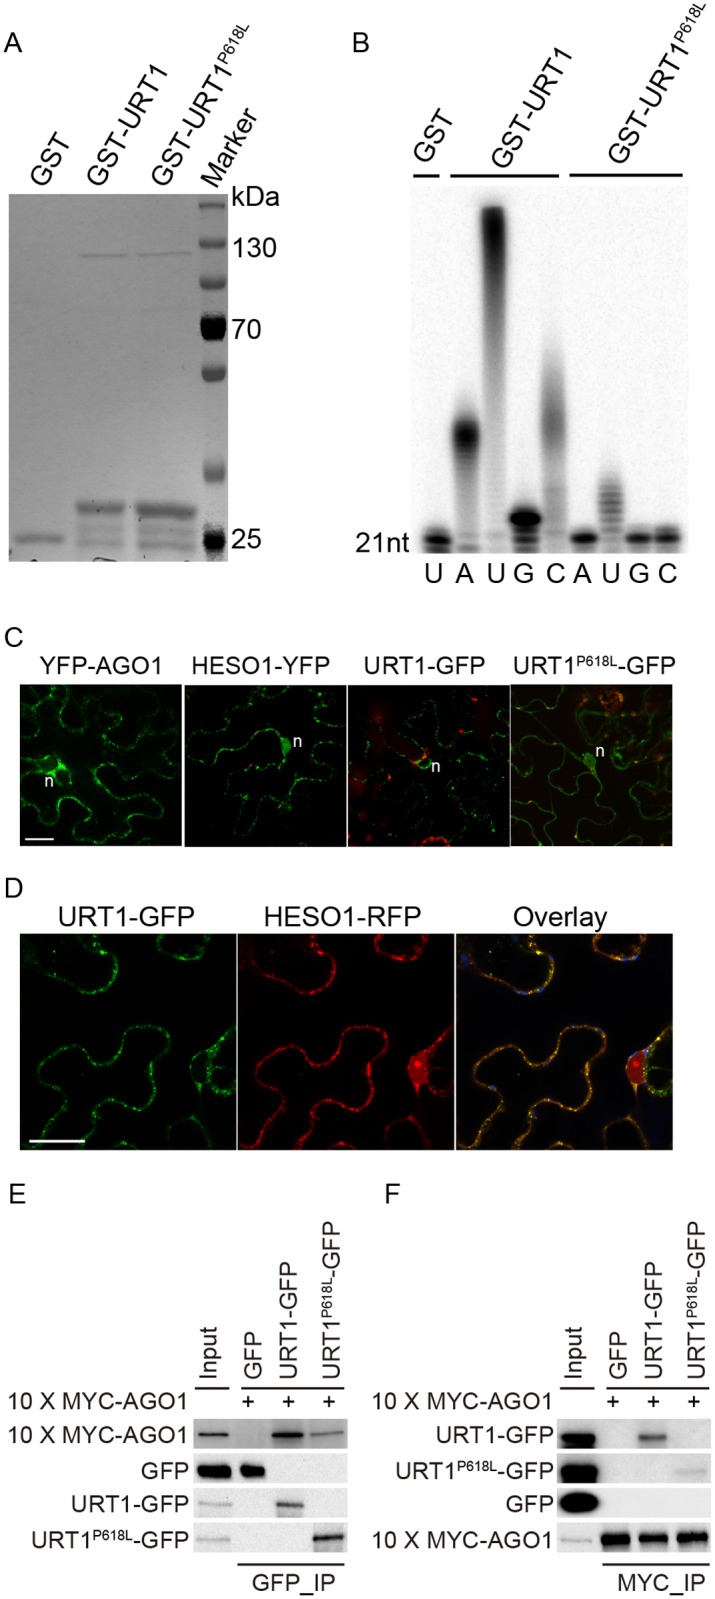
The P618L substitution impairs the URT1 activity, affects its subcellular localization and diminishes its interaction with AGO1. (A) Expression and purification of GST, GST-URT1 and GST-URT1^P618L^ in E.*coli* BL21(DE3). After purification, proteins were subject to SDS-polyacrylamide gel analysis and monitored by the comassie brillant blue staining. (B) Terminal nucleotidyl transferase activity of URT1 and URT1^P618L^. 5’ end P^32^ labeled miR165a were incubated with GST, GST-URT1 or GST-URT1^P618L^ in the presence of various nucleotide triphosphates for 30 minutes. After the reaction, RNAs were extracted and analyzed on a denaturing polyacrylamide gel. (C) Sub-cellular localization of YFP-AGO1, HESO1-YFP, URT1-GFP and URT1^P618L^-GFP. Note that only about 20% of YFP-AGO1 showed discrete cytoplasmic foci (C) while the remaining ones had a relatively even distribution[26]. For each construct, 40–50 cells were analyzed and a similar nucleus localization pattern was observed. n, nucleus. Scale bar, 20 μm. (D) URT1-GFP colocalized with HESO1-RFP. Paired constructs were coinfiltrated into N. *benthamiana* leaves. RFP and GFP fluorescence signals were monitored 40–48 h after infiltration by confocal microscopy. Scale bar, 20 μm. (E, F) Interactions between AGO1 and URT1 by the co-immunoprecipitation assay. 10xMYC-AGO1 and respective GFP tagged proteins were co-expressed in N. *benthamiana* leaves in the presence of P19 for 3 days and protein extracts were incubated with either anti-MYC-protein G-agarose beads or anti-GFP-protein G-agarose beads for 4 hrs to overnight. After reaction, proteins were resolved by the SDS-polyacrylamide gel electrophoresis and detected with respective antibodies. Input = 1%. (E) 10xMYC-AGO1 co-immunoprecipitates with URT1-GFP and URT1^P618L^-GFP. (F) URT1-GFP and URT1^P618L^-GFP co-immunoprecipitates with 10xMYC-AGO1.

We next examined the localization of URT1 by transient expression in *Nicotiana Benthamiana*. URT1-GFP was localized to the cytoplasmic foci, a pattern similar to those observed in HESO1 and AGO1 (Fig 6C) [24,26,27]. Indeed, we found that URT1-GFP colocalized with HESO1-RFP at the cytoplasmic foci (Fig 6D), supporting a role of URT1 in miRNA uridylation. While HESO1 was also targeted to the nucleus (100%, n = 43) (Fig 6C) [17], URT1-GFP signals could only be detected around the nuclear envelope but not in the nucleoplasm (100%, n = 53) (Fig 6C). Interestingly, URT1^P618L^-GFP signals were readily detected in the nucleoplasm (100%, n = 50) and the number of cytoplasmic foci was greatly reduced (n = 50) (Fig 6C), suggesting a change of localization of URT1 by the P618L single amino acid substitution. Western blot analysis suggested that the change of localization of URT1^P618L^-GFP might be not caused by passive diffusion of truncated URT1^P618L^-GFP proteins (S6C Fig). Bioinformatics prediction also failed to detect a loss of nuclear export signal (NES) /a gain of nuclear localization signal (NLS) by P618L.

Our recent study suggests that HESO1 uridylates AGO1-associated miRNAs through its interaction with AGO1 [24]. We thus asked whether URT1 also interacts with AGO1 and if so, whether URT1^P618L^ affects its interaction with AGO1. To test this, we transiently co-expressed URT1-GFP/ URT1^P618L^-GFP and 10xMYC-AGO1 in *N*. *benthamiana*. We were able to detect URT1-GFP in 10xMYC-AGO1 immunoprecipitates and *vice versa*, suggesting an interaction between URT1 and AGO1 (Fig 6E and 6F and S6 Fig). In contrast, GFP and 10xMYC-AGO1 could not co-immunoprecipitate with each other (Fig 6E and 6F and S6 Fig). Moreover, 10xMYC-DCL3 (aa1-280) failed to co-immunoprecipitate with URT1-GFP. These data suggest a direct interaction between URT1 and AGO1 (S6D Fig). The interaction between URT1-GFP and 10xMYC-AGO1 was not affected by the treatment of RNAse A (50 μg/ml), suggesting their association may be RNA-independent (S6D Fig). We also detect a positive, albeit weaker, interaction between URT1^P618L^-GFP and 10xMYC-AGO1 (Fig 6E and 6F and S6 Fig). However, we could not rule out the possibility that the diminution of protein-protein interaction was caused by the change of sub-cellular localization.

## Discussion

We have previously shown that HESO1 is a major enzyme responsible for the uridylation of all types of small silencing RNAs in *hen1* in Arabidopsis and also reveals the redundancy of small RNA uridylation [17,18]. Besides HESO1, the Arabidopsis genome encodes additional nine TNTases [17,18]. However, despite the conservation of PAP and/or PAP-associated domains, other sequences among these TNTases are highly divergent, which hinders the prediction of their exact function. Moreover, individually knock out of these nine TNTases in *hen1-8* fails to rescue the morphological phenotype of *hen1-8* [18]. In this study, we successfully identified URT1 as a functional homologue of HESO1 in triggering miRNA uridylation. In the accompanied paper, Tu et al also show that lack of URT1, but not other TNTases, results in an only minor reduction of uridylation of several miRNAs in *hen1-8* [28]. Taken together, these observations suggest that HESO1 and URT1 can compensate for each other to some extent and function synergistically.

A single point mutation in *URT1* results in the substitution of Proline by Leucine (P618L) in a yet uncharacterized region (Linker region) that bridges the poly(A) polymerase (PAP) domain and the PAP-associated domain (Fig 1C and 1D). Although P618L is rather conserved among several well-characterized TNTases (Fig 1D), sequence analysis reveals that only HESO1 and URT1 possess a complete “PAP-Linker-PAPA” structure among all ten TNTases in Arabidopsis (S3 Table), suggesting the importance of this structure for their proper function. As P618L diminishes URT1 activity without affecting its UTP preference *in vitro* (Fig 6B), it is likely that *urt1-3* is not a null allele. In agreement with this, we found that miRNA uridylation was not completely abolished in the *hen1-2 heso1-2 urt1-3* triple mutant (Fig 3C, S3C Fig and S1 Table). However, we cannot exclude the possibility that the residual miRNA uridylation is catalyzed by other uridydyl transferase(s) and *urt1-3* is null *in vivo*.

URT1 co-localizes with HESO1 and both enzymes interact with AGO1, consistent with their roles in the uridylation of AGO1-associated miRNAs [24,28]. However, unlike HESO1, URT1 is barely detectable in the nucleoplasm and may not affect heterochromatic siRNA uridylation in the *hen1heso1* background (Fig 6C, Fig 4 and S4 Fig). Moreover, URT1 appears to be less active than HESO1 *in vivo* since loss-of-function in URT1 alone has limited effects on the miRNA profile and growth of *hen1* [17,18,28]. However, we found that HESO1 and URT1 share very similar catalytic properties *in vitro* in terms of the UTP preference (Fig 6B) [17]. It shall be noted that an accurate comparison of their activities will require more strict conditions such as the removal of fusion tags. Moreover, our results also suggest that URT1 may be responsible for adding long tails to the 3’ ends of at least some miRNAs (e.g. miR163 and miR164a) *in vivo*. Alternatively, URT1 may trigger mono- or di-uridylation, which is required for additional tailing by yet uncharacterized TNTase(s). Future studies on their expression regulation and catalytic dynamics will help to understand their differences in the functional output.

Consistent with previous notion [17], the reduced levels of miRNA uridylation are accompanied by the increased levels and extents (more extensive truncation) of trimming, demonstrating that uridylation antagonizes trimming for the occupancy of 3’ ends of miRNAs (Fig 3B and S3B Fig). More interestingly, other types of nucleotides addition (C, A, G) become evident when uridylation was drastically reduced in the *hen1-2 heso1-2 urt1-3* triple mutant (Fig 3C, S3C Fig, and S1 and S2 Table), suggesting the involvement of additional TNTases in the miRNA tailing process. Indeed, these non-uridine nucleotides additions are largely unaffected by the loss of functions in HESO1 and URT1, albeit they occur at very low frequencies among different genotypes (S1 and S2 Table). Thus, the landscape of TNTases in small RNA 3’ end tailing is much more complicated than previously appreciated, although the biological relevance of non-uridine tailing modifications remains obscure.

What is the function of HESO1 and URT1 in Wt background? Although no visible morphological defects are detected in either *heso1-2* or *heso1-2 urt1-3* under normal growth condition, we show that uridylation of unmethylated miRNAs is greatly reduced in *heso1-2* and is almost abolished in *heso1-2 urt1-3* (Fig 5 and S5 Fig). Since uridylation triggers degradation of unmethylated miRNAs, it is possible that HESO1 and URT1 may play a role in the fine adjustment of miRNA abundance in Wt plants. In fact, it has been hypothesized that uridylation may act coordinately with SMALL RNA DEGRADING NUCLEASEs (SDNs), a class of 3’-to-5’ exonucleases that can remove methylated nucleotides, in the active turnover of miRNAs [29,30]. In addition, HESO1 and URT1 are likely involved in the clearance of 5’ cleavage products of miRNA guided slicing of target mRNAs. In fact, HESO1 together with one or more other TUTases can uridylates 5’ cleavage products and promotes their degradation [24]. Based on the action mode of URT1 in miRNA uridylation, it is plausible to speculate that URT1 is one of other enzyme(s) that catalyzes the uridylation of 5’ cleavage products. Moreover, URT1 has been shown to uridylate some mRNAs with short poly(A) tails [19], suggesting HESO1 and URT1 may have a broad spectrum of substrate RNAs *in vivo*. While the biological significance of the clearance or tentatively stabilization of their substrate RNAs through uridylation modification is unknown, one can simply envision that *heso1-2* and *heso1-2 urt1-3* plants are under “sub-healthy” conditions. Examining the effect of HESO1 and URT1 under various stress conditions will provide new clues for their functions.

## Materials and Methods

### Plant materials

All the Arabidopsis (*Arabidopsis thaliana*) strains used in this study are in the Landsberg *erecta* (L*er*) background unless otherwise indicated. *hen1-1*, *hen1-2*, *heso1-2*, *hen1-1 heso1-2* and *hen1-2 heso1-2* are previously described [17,18,31]. Ethyl methanesulfonate (EMS) mutagenesis in *hen1-2heso1-2* was conducted according to the Arabidopsis manual [32]. F2 population obtained from a cross between m37-6 and *hen1-8 heso1-1* (in the Columbia-0 background) [18] was used for the bulk segregation analysis. To obtain the *hen1-1 heso1-2 urt1-3* and *heso1-2 urt1-3* mutants, *hen1-2 heso1-2 urt1-3* was crossed with *hen1-1 heso1-2* and *heso1-2*, respectively. Individuals containing respective genotypes were identified in the F2 population. *hen1-1* and *hen1-2* were genotyped according to [31]. *urt1-3* was identified by digestion of the URT1dCAPSF/R PCR product with DdeI, which cut *urt1-3* but not Wt.

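*URT1* (AT2G45620) lies on the plus strand of chromosome 2, from 18792864 to 18795904 in TAIR10.1, and its annotated transcript has 6 exons and a coding sequence of 2295 nt for 764 amino acids. Codon 618 is CCT (proline) in this reference, which is of the Columbia accession, and the substitution C1853T, counted from the first base of the coding sequence, makes it CTT (leucine). The changed base is at 18795143 on the chromosome, in exon 4, which runs from 18795090 to 18795153. The reference sequence with 30 nt on each side of it reads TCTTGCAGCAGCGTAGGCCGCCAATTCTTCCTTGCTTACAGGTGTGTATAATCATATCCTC on the coding strand. The reverse dCAPS primer of the paper's S4 Table, 24 nt long, has 3 mismatches to the reference. In the product it makes, the sequence around the base is TTCCTAGCTTA with the reference allele, which has no DdeI site there, and TTCTTAGCTTA with the *urt1-3* allele, which has the DdeI site CTTAG.

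**Figure D4:**
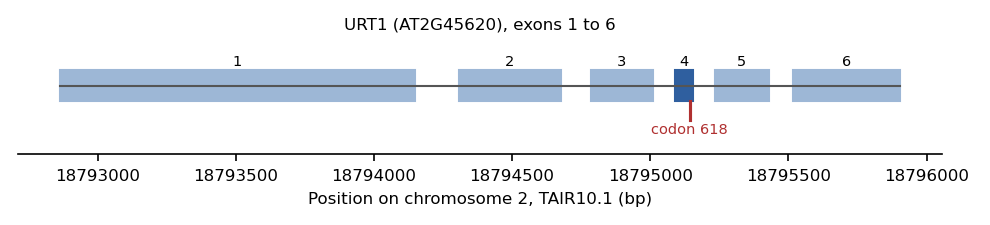
Exons of URT1 on chromosome 2 in TAIR10.1 coordinates (bp), drawn to scale and numbered 1 to 6. Exon 4, which holds codon 618, is in dark blue and the codon is marked in red.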

### Genomic complementation

For the genomic complementation assay, an approximately 4.2-kb DNA fragment containing the *URT1* coding region as well as 1.4 kb promoter region was amplified from L*er* genomic DNA using PrimeSTAR (Takara, R045A) with primers URT1gGWF/URT1gGWR and sub-cloned into an Entry vector pENTR-D-topo to produce pENTR-URT1g. The entry clone was transferred into the destination vector pMDC204 [33] by LR recombination to produce *pURT1*:*URT1-GFP*. The resulting plasmid was transformed into *hen1-2 heso1-2 urt1-3* via floral dipping [34] and hygromycin resistance was used for the transgenic plants selection.

### qPCR analysis and Small RNA northern blotting

qPCR analysis and small RNA northern blotting were performed as previously described [17,35].

### Small RNA library construction and deep sequencing

Total RNA extracted from inflorescence tissue of indicated genotypes was used for small RNA library construction. Small RNA libraries were prepared as indexed (i.e. individually bar-coded) and sequenced at 51bp single-end on an Illumina Hiseq2000 following the standard protocol. The small RNA sequence data were deposited to Gene Expression Omnibus (GEO) under the accession number GSE60826. Adaptor sequence was removed using Perl scripts. Analysis of small RNA 3’ end modification was performed according to [18]. The reference miRNA sequences were obtained from miRbase v17.0 (http://www.mirbase.org/). For the determination of 5GMC, the 5’ end of miRNA was locked (i.e. miRNAs with 5’ end different from the reference were removed from analysis) and no mismatch was permitted during the alignment. Nucleotides between the annotated 3’ end and 5GMC were considered as trimmed nucleotides, while all nucleotides downstream of 5GMC, regardless of templated or not, were considered as tailed.

### Terminal nucleotidyl transerases assay

*URT1* CDS was amplified by PCR with primers GST-URT1F/GST-URT1R and cloned into pGEX-4T-1 to generate a Glutathione-S-transferase (GST) tagged plasmid (GST-URT1). The *in vitro* enzymatic assay was conducted as previously described [17].

### Confocal microscopy

pH7-WGY-AGO1 (*pAGO1*:*YFP-AGO1*) [26], *35S*:*HESO1-YFP* [17]and *35S*:*HESO1-RFP* [24] were previously described. *pURT1*:*URT1* ^*P618L*^ *-GFP* was generated the same wasy as *pURT1*:*URT1-GFP* except that a *hen1-2heso1-2urt1-3* genomic DNA was used as a template. Respective constructs were expressed in *N*. *benthamiana* leaves for 40~48hr and subjected to imaging using a Nikon A1 confocal mounted on an Eclipse 90i Nikon compound microscope.

### Co-immunoprecipitation

The full-length *URT1* coding sequence (CDS) was amplified from a L*er* cDNA sample by PCR with primers URT1cGWF/URT1cGWR and sub-cloned into an Entry vector pENTR-D-topo to produce pENTR-URT1c. The entry clone was transferred into destination vectors pMDC83 [33] by LR recombination to produce 35S-URT1-GFP. 35S-URT1^P618L^-GFP was constructed the same way from a *hen1-2heso1-2urt1-3* cDNA sample. URT1-GFP/URT1^P618L^-GFP and 10xMYC tagged AGO1 (in pGWB521 backbone) [24,36] were co-expressed in the presence of P19 in *N*. *benthamiana* leaves for 72hr and harvested. Protein extraction and Co-immunoprecipitation analysis were performed as previously described [35]. Anti-GFP (Clontech, 632459) antibody pre-coupled to the protein G-agarose beads (Santa Cruz, sc-2002) and anti-c-MYC (Sigma, A7470) agarose beads were used to immunoprecipitate the GFP tagged and 10xMYC tagged proteins, respectively. Anti-GFP (Covance, MMS-118R) and Anti-MYC (Abgent, AM1007a) were used for the western blot assay.

### Bioinformatics

Online softwares cNLS Mapper (http://nls-mapper.iab.keio.ac.jp/cgi-bin/NLS_Mapper_form.cgi), NucPred (http://www.sbc.su.se/~maccallr/nucpred/cgi-bin/single.cgi) and NLStradamus (http://www.moseslab.csb.utoronto.ca/NLStradamus/) were used to predict the NLS peptide and NetNES (http://www.cbs.dtu.dk/services/NetNES/) was used to predict the NES peptide using URT1 and URT1^P618L^ as bait sequences.

### DNA and RNA Oligos

All the primers, LNA probes and other RNA/DNA oligos used in this study are listed in S4 Table.

## Supporting Information

S1 Fig Complementation of *hen1-2heso1-2urt1-3* by the URT1 genomic DNA. (A) Mature siliques from plants of the indicated genotypes. Bar = 1cm. Comp., *hen1-2heso1-2urt1-3* harboring the *URT1* genomic DNA (pMDC204-URT1g). Numbers indicates individual T2 lines. (B) Average silique length in various genotypes. For each genotype, 40 siliques from at least 6 plants were analyzed.
(PDF) Click here for additional data file.

S2 Fig *urt1-3* increases the fertility of *hen1-1heso1-2*. (A) Mature siliques from plants of the indicated genotypes. Bar = 1cm. (B) Average silique length in various genotypes. For each genotype, 40 siliques from at least 6 plants were analyzed.
(PDF) Click here for additional data file.

S3 Fig Global changes of miRNA profiles in *hen1-1heso1-2urt1-3* (Biological replicate 2), related to Fig 3. (A) Size distribution of miRNAs in indicated genotypes. (B) Size distribution of 5GMC of miRNAs in various genotypes. 5GMC, 5’ genome matched component, see text for details. (C) Overall 3’ end signatures (including tail length, nucleotides composition and trimming extent) of miRNAs in indicated genotypes.
(PDF) Click here for additional data file.

S4 Fig *urt1-3* affects miRNAs but not siRNAs uridylation in *hen1-2heso1-2*, related to Fig 4. The X-axis represents the degree of trimming and the Y-axis represents the degree of tailing. The annotated miRNA sequences from miRBase v17.0 are served as standard sequences (i.e. these sequences are considered as non-tailed and non-trimmed.) For simplicity, we only analyzed reads started from the annotated 5’ ends. Thus, reads at coordinate position (0,0) are exactly same as annotated ones and all reads at same coordinate position are of same length. The relative abundance of each small RNA species is proportional to the diameter of the circles.
(PDF) Click here for additional data file.

S5 Fig HESO1 and URT1 uridylates unmethylated miRNAs in HEN1/+ background, related to Fig 5. (A), Morphological phenotypes of L*er*, *heso1-2* and *heso1-2urt1-3*. Bar = 1cm. (B) The tailing and trimming status of seven miRNAs in L*er*, *heso1-2* and *heso1-2urt1-3*. Reads same as annotated miRNA sequences were removed and the rest of miRNA variants were renormalized to 100%. More interpretations of the matrix are depicted in S4 Fig.
(PDF) Click here for additional data file.

S6 Fig Interactions between AGO1 and URT1 by the co-immunoprecipitation assay, related to Fig 6. Input = 1%. IB, immunoblot. IP, Immunoprecipitation. (A) 10xMYC-AGO1 co-immunoprecipitates with URT1-GFP and URT1^P618L^-GFP. Red box, regions shown in Fig 6E. (B) URT1-GFP and URT1^P618L^-GFP co-immunoprecipitates with 10xMYC-AGO1. Red box, regions shown in Fig 6F. (C) Transient expression of URT1-GFP and URT1^P618L^-GFP in *Nicotiana Benthamiana*. (D) The interaction between 10xMYC-AGO1 and URT1-GFP is RNA independent. Arrow, URT1-GFP or URT1^P618L^-GFP. Star, 10xMYC-AGO1. Pound, 10xMYC-DCL3 (aa1-280).
(PDF) Click here for additional data file.

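S1 Table gives, for each library of L*er*, *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3*, the total number of mapped reads, the number of reads with a tail of each length from 1 to 7 nt, and the number of A, U, C and G in those tails. In 56 of its 56 combinations of library and tail length, the nucleotides listed equal the tail length times the number of reads. The paper's total mapped reads were 2597466 and 2088587 in L*er*, 1975409 and 1630380 in *hen1-2*, 3236258 and 3816844 in *hen1-2 heso1-2*, and 3074352 and 3720801 in *hen1-2 heso1-2 urt1-3*.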

S1 Table Tailing status and nucleotides composition in each genotype. (XLSX) Click here for additional data file.

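S2 Table counts the reads that have lost 1 nt from the annotated 3’ end and carry 1 added nucleotide, split by that nucleotide. By the paper's counts, cytidine was added in 8732 ± 1097 (SD, n = 2) of them in *hen1-2*, 9665 ± 1097 in *hen1-2 heso1-2* and 10220 ± 39.6 in *hen1-2 heso1-2 urt1-3*. Adenosine was added in 1578 ± 426, 2093 ± 593 and 3534 ± 645, and guanosine in 463 ± 87.7, 1117 ± 314 and 442 ± 85.6, in the same order.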

S2 Table Tailing status and nucleotides composition with coordinate positions (1, 1). (XLSX) Click here for additional data file.

S3 Table Conservation of P motif among ten terminal nucleotidyl transferases in Arabidopsis. Note that only HESO1 and URT1 possess all three signatures.
(PDF) Click here for additional data file.

S4 Table List of primers and oligos in this study. (DOCX) Click here for additional data file.

# Supplementary material for: Synergistic and Independent Actions of Multiple Terminal Nucleotidyl Transferases in the 3’ Tailing of Small RNAs in Arabidopsis
**Source:** PLoS Genet. 2015 Apr 30;11(4):e1005091. doi: 10.1371/journal.pgen.1005091

S4 Figure

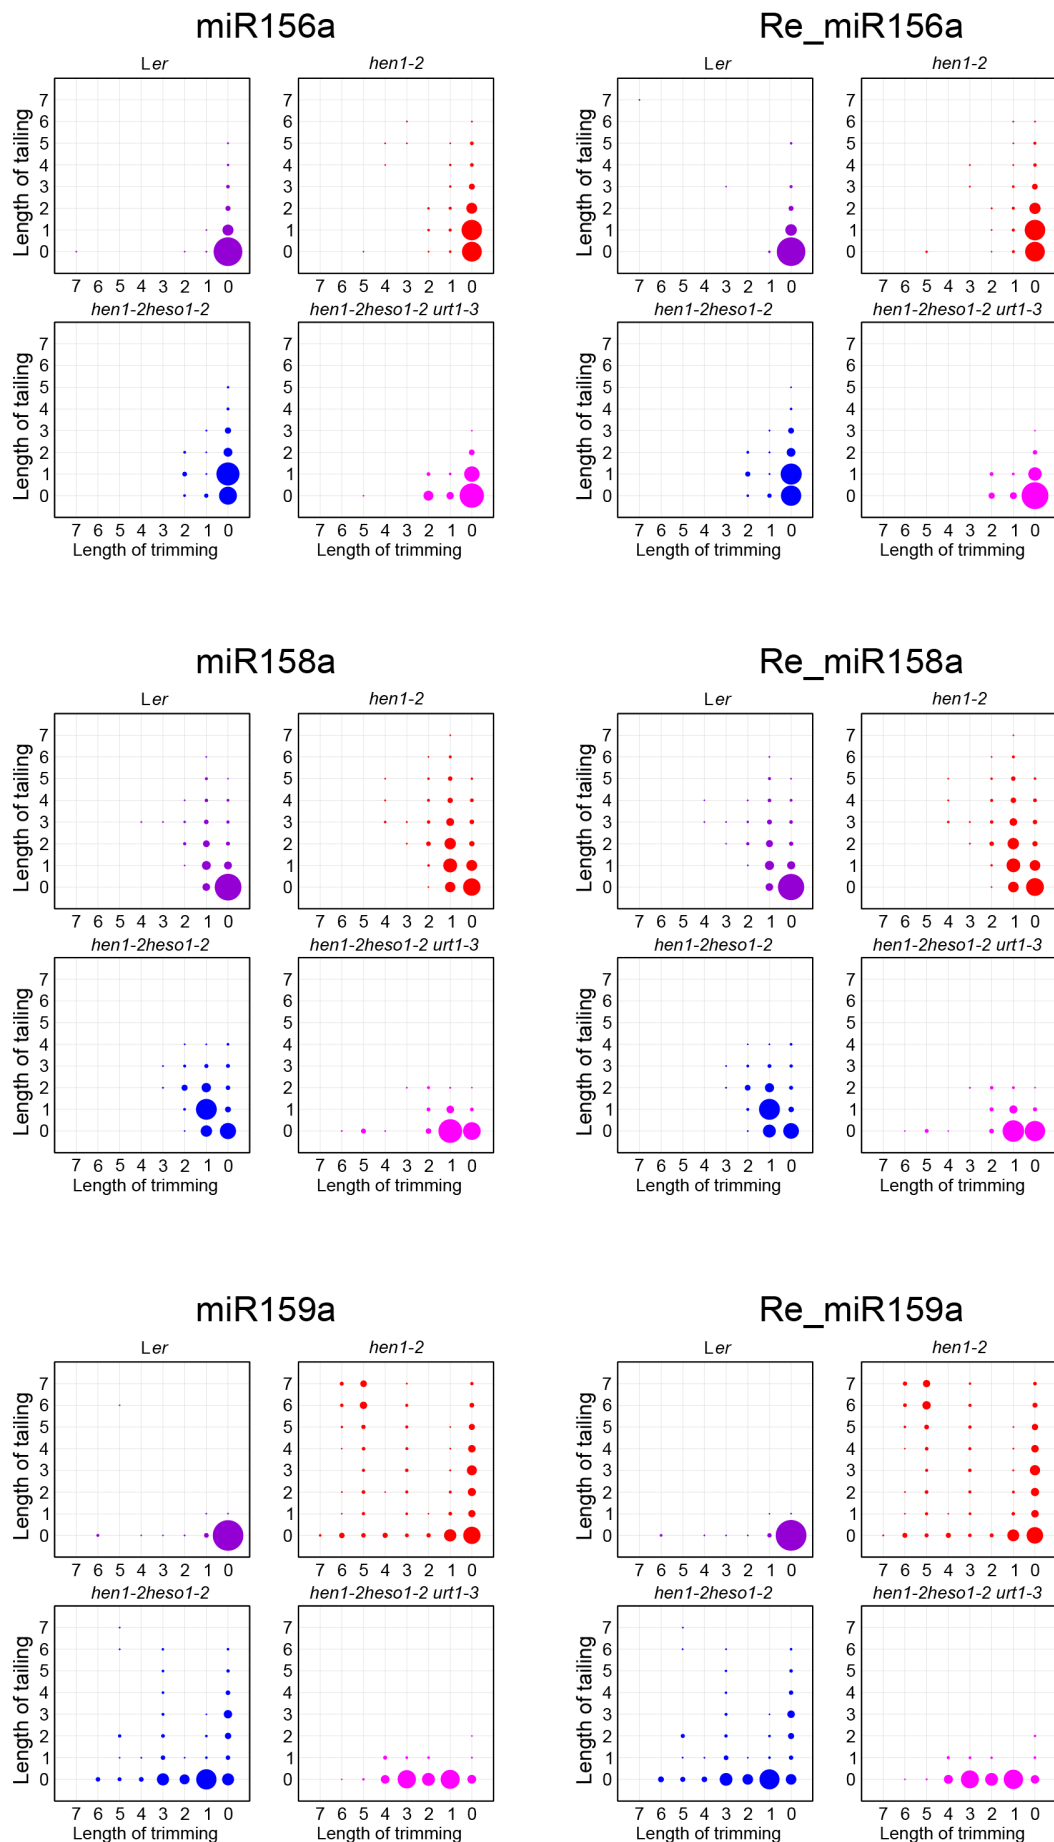

## miR160a

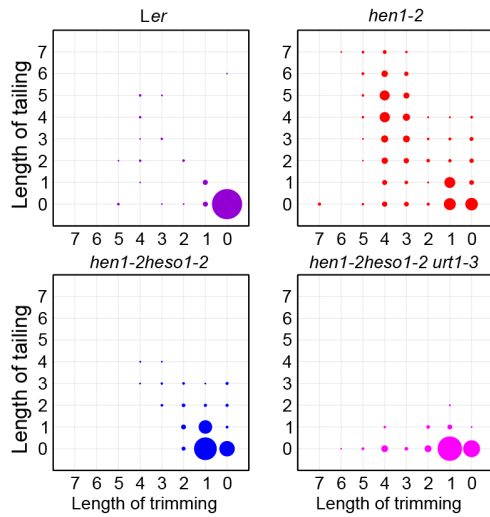

## Re\_miR160a

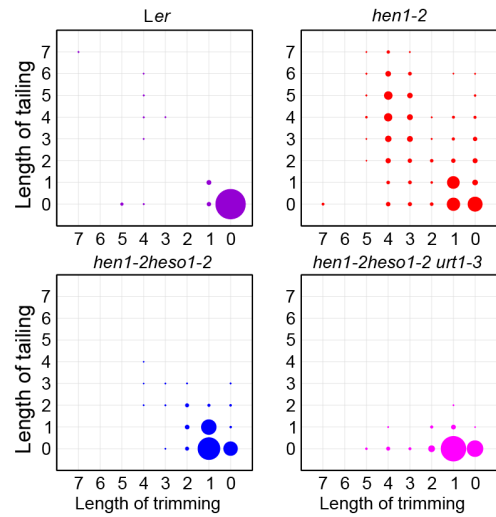

## miR162a

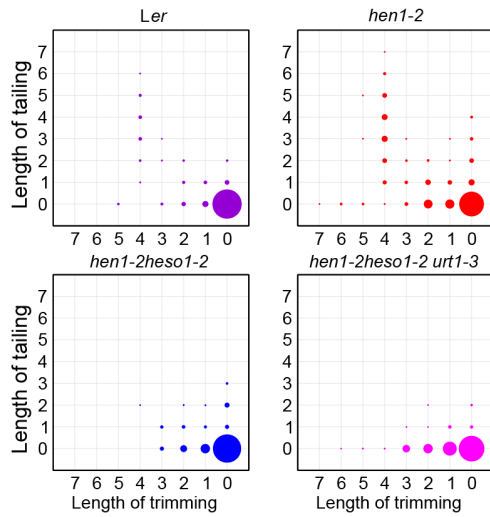

## Re\_miR162a

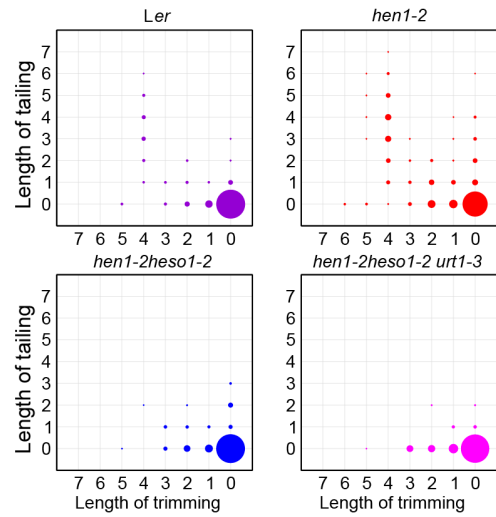

## Re\_miR163

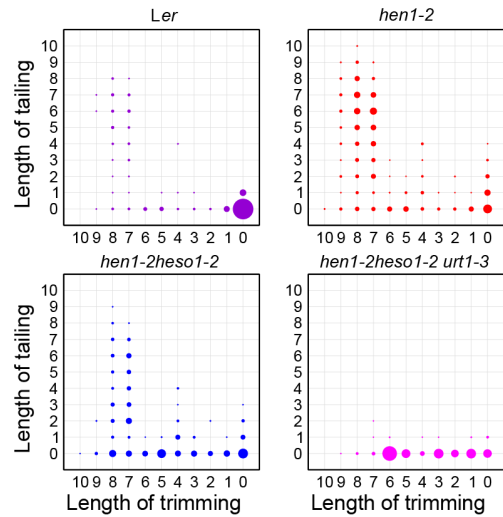

### miR164a

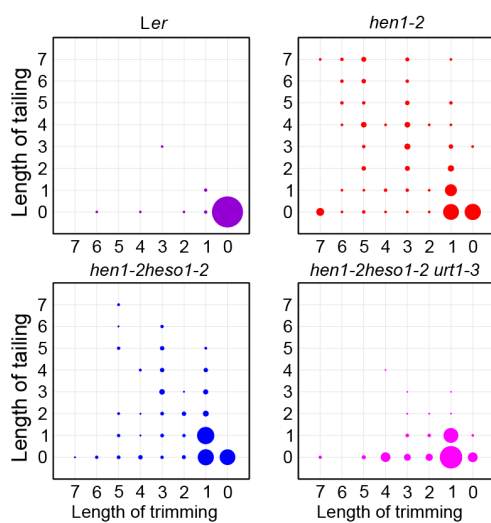

### Re\_miR164a

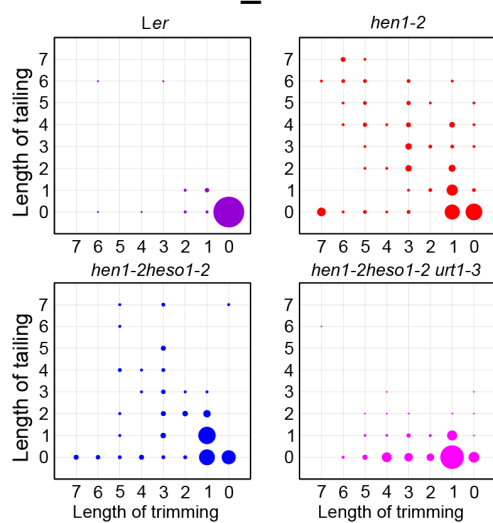

### miR166a

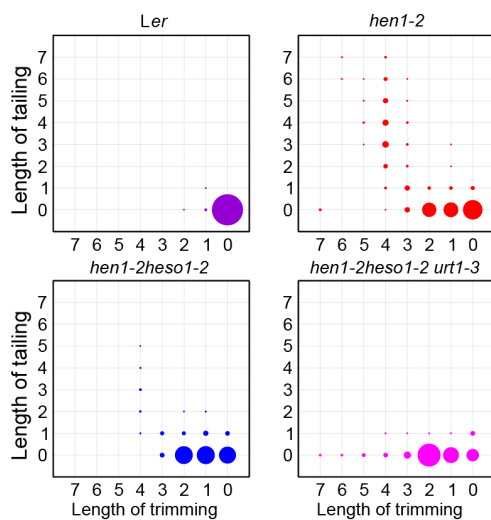

### Re\_miR166a

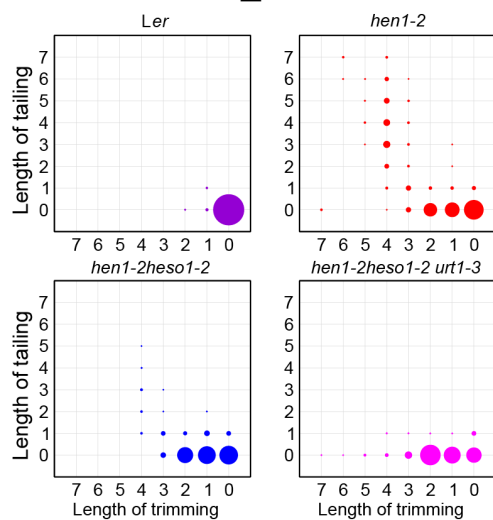

### miR167a

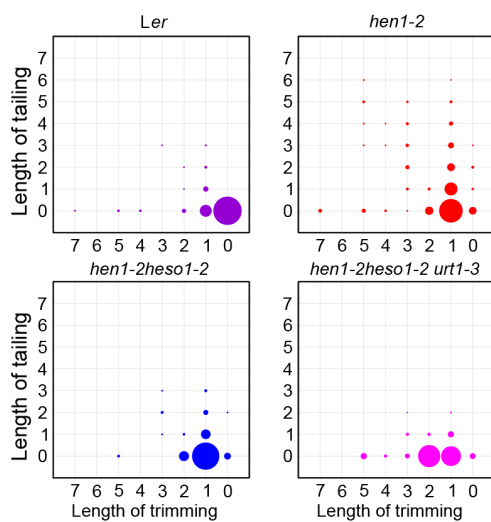

### Re\_miR167a

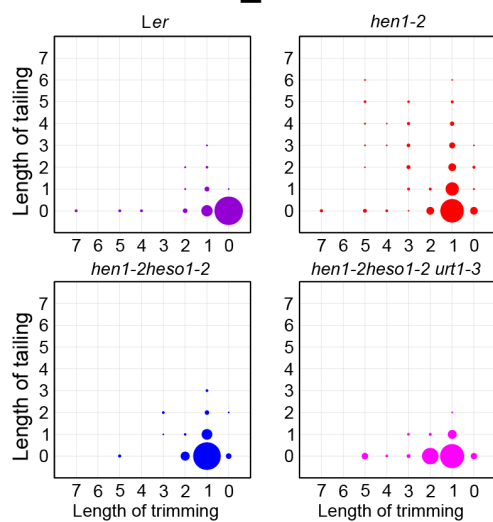

miR168a

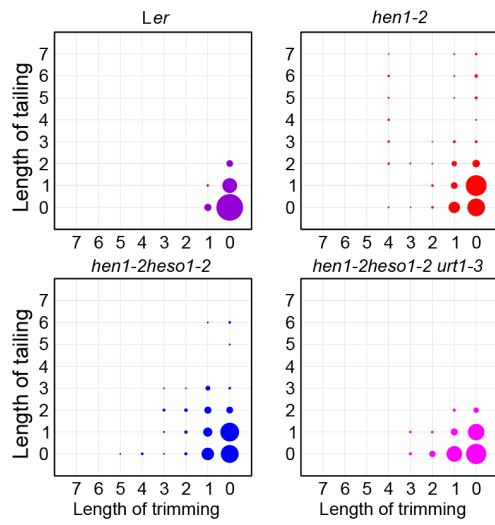

Re\_miR168a

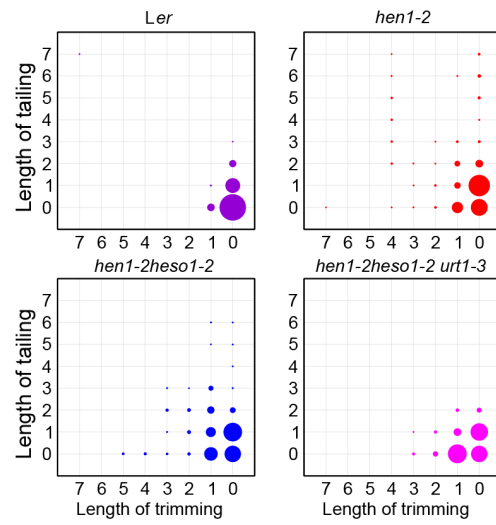

miR171a

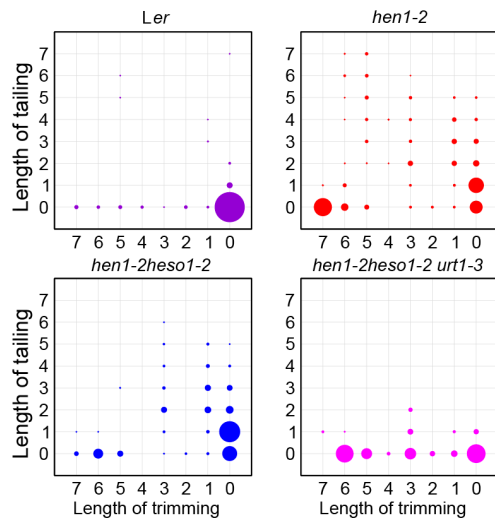

Re\_miR171a

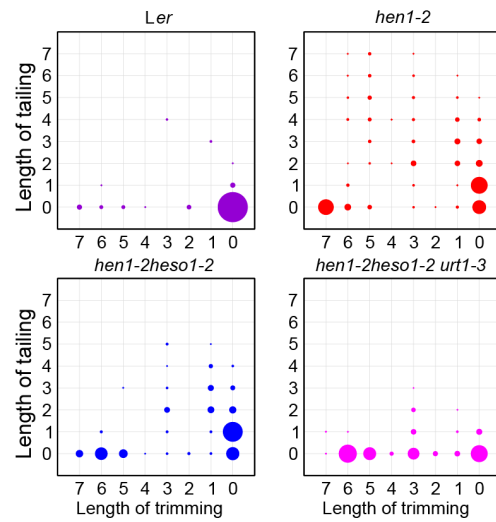

Re\_miR172a

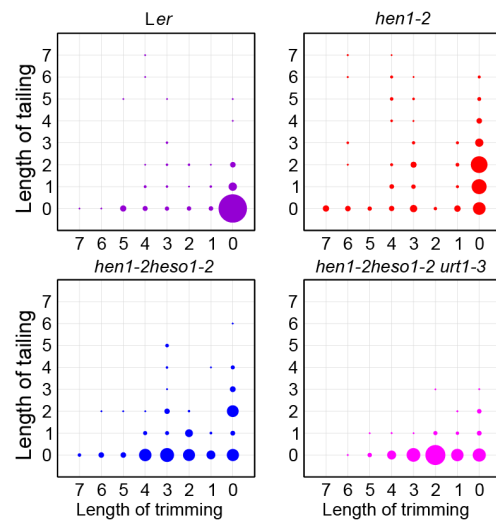

## miR173

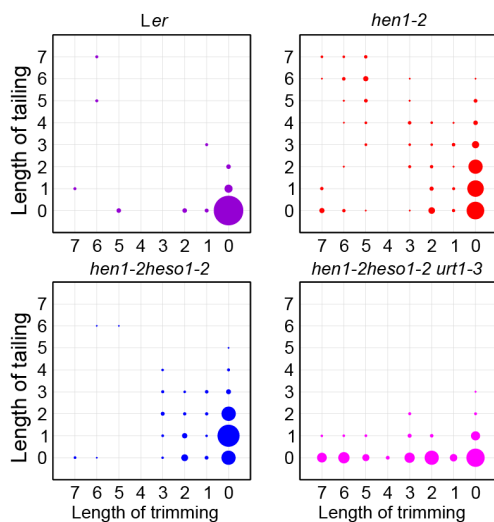

## Re\_miR173

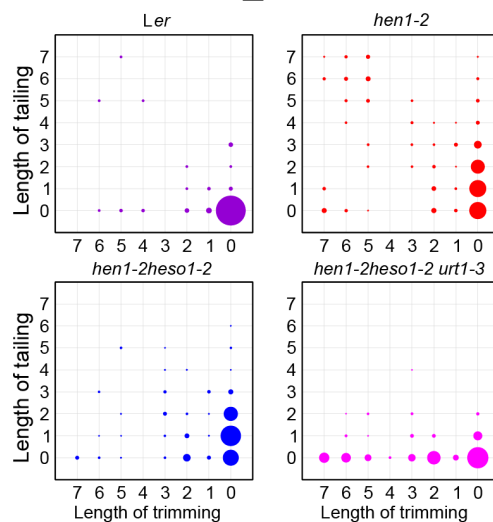

## miR319a

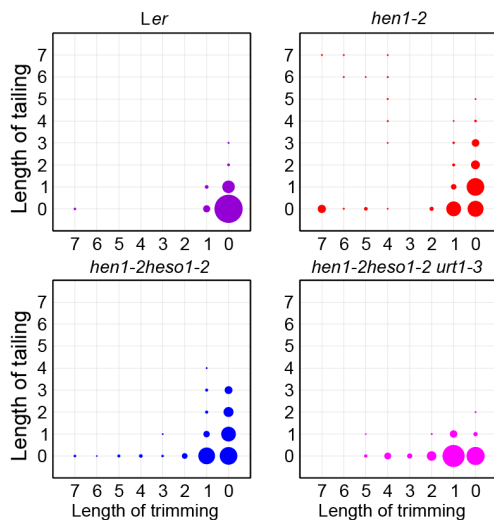

## Re\_miR319a

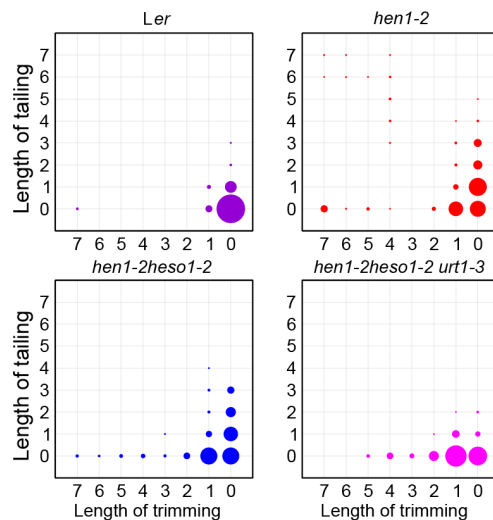

## miR390a

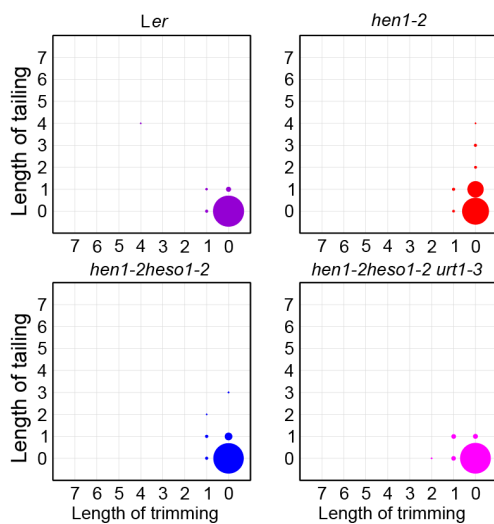

## Re\_miR390a

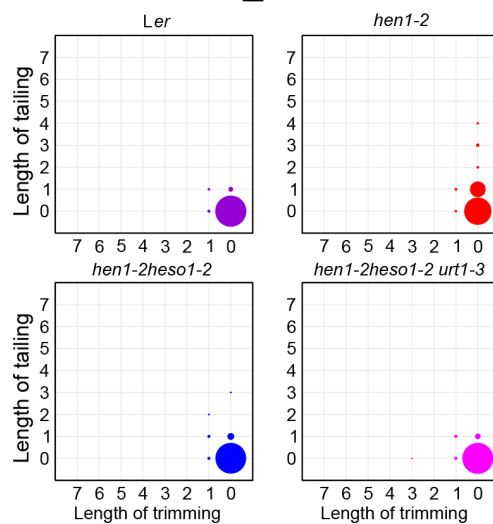

### miR394a

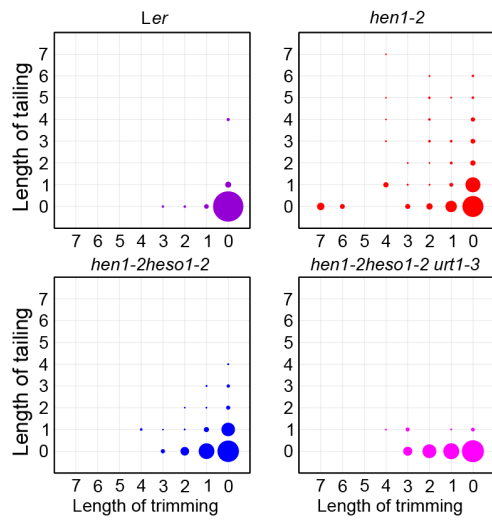

### Re\_miR394a

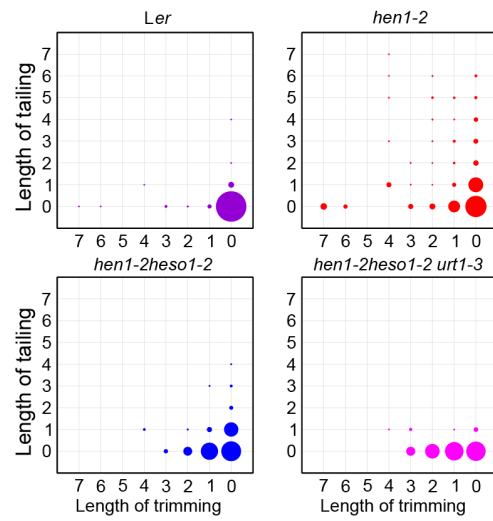

### Re\_miR398b

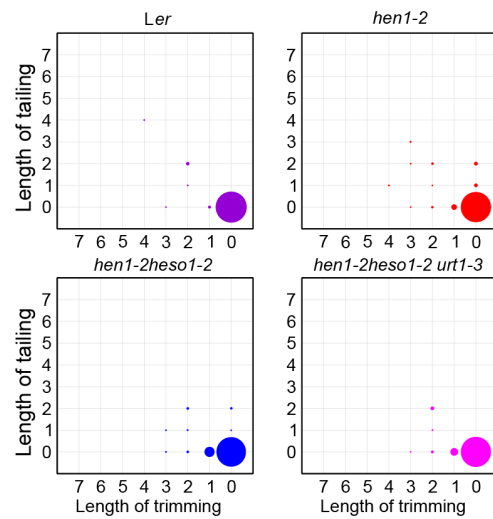

### miR779.2

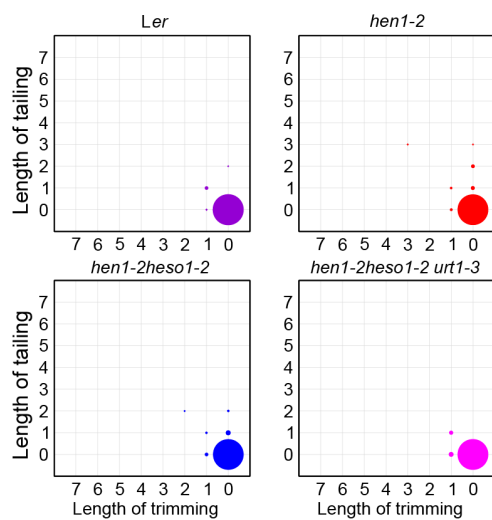

### Re\_miR779.2

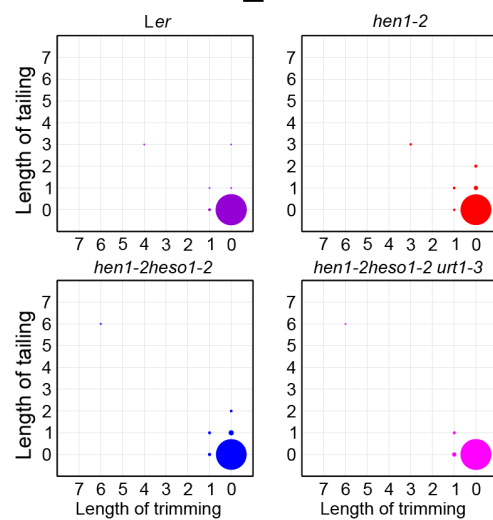

## miR846

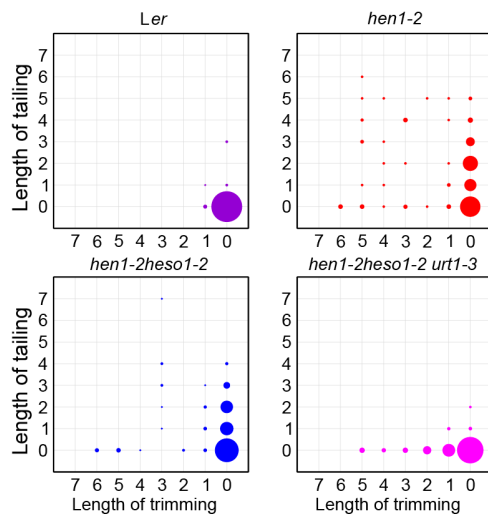

## Re\_miR846

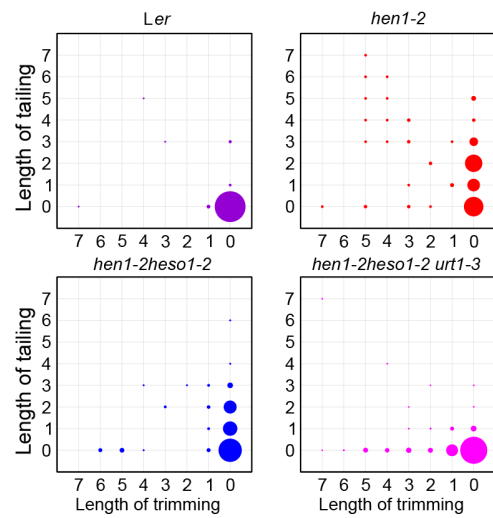

## TAS1c-2

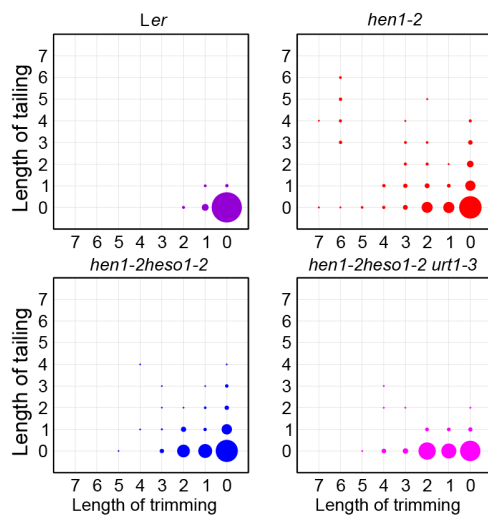

## Re\_TAS1c-2

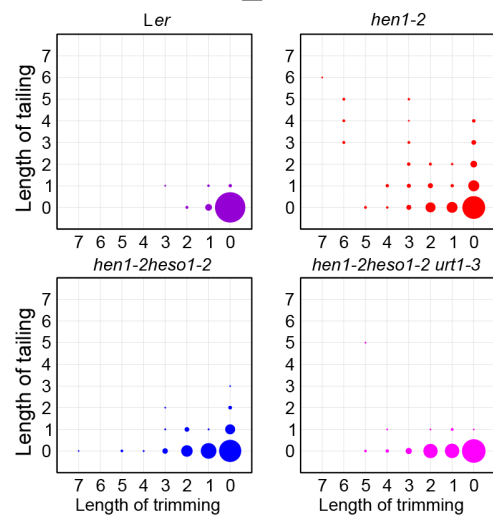

TAS1c-2: TCCAATGTCTTTTCTAGTTCGT

## atTAS1a-siR255

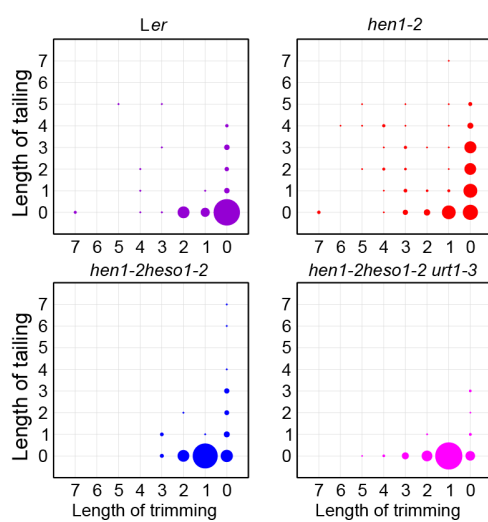

## Re\_atTAS1a-siR255

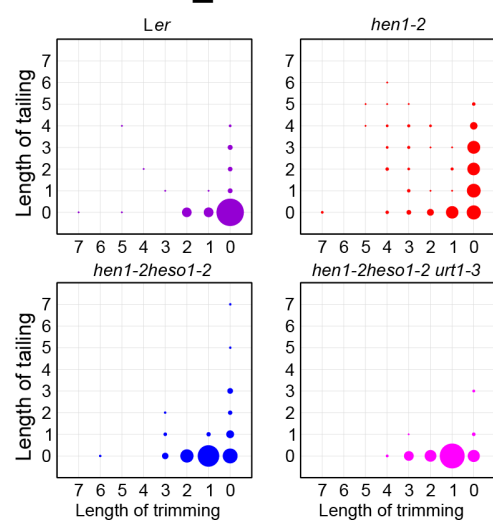

## Re\_siR-A

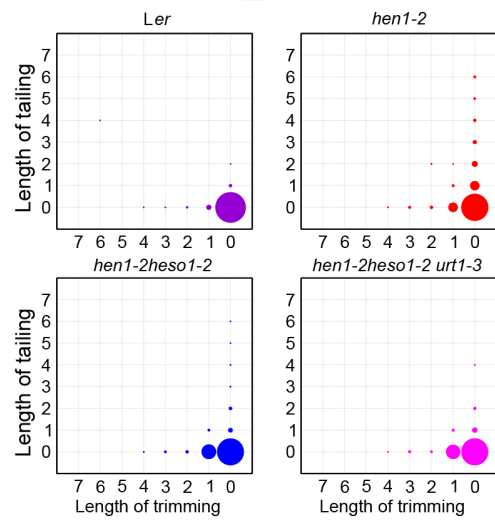

## siR-B

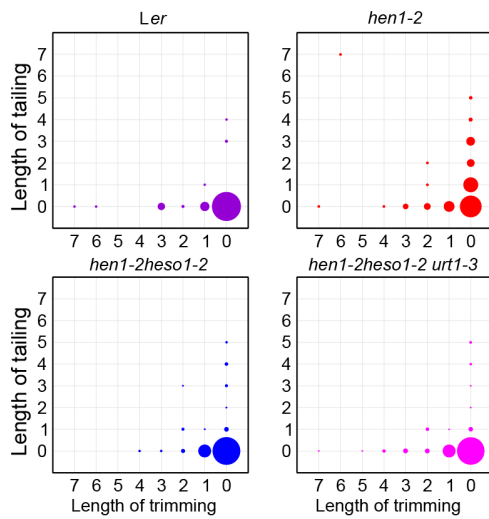

## Re\_siR-B

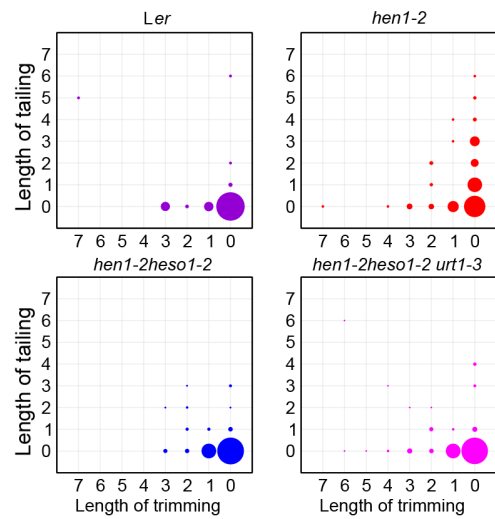

## siR-C

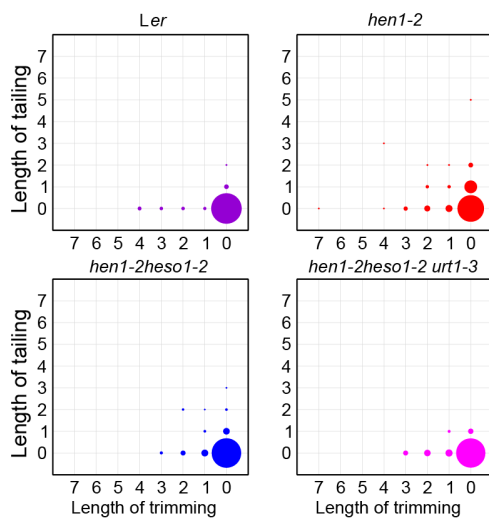

## Re\_siR-C

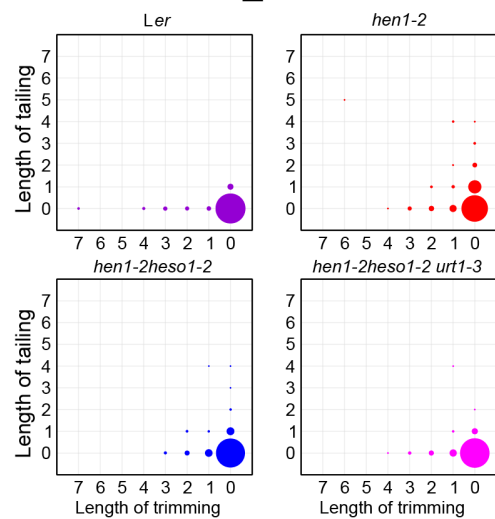

**Supplement:** S4 Fig — The X-axis represents the degree of trimming and the Y-axis represents the degree of tailing. The annotated miRNA sequences from miRBase v17.0 are served as standard sequences (i.e. these sequences are considered as non-tailed and non-trimmed.) For simplicity, we only analyzed reads started from the annotated 5’ ends. Thus, reads at coordinate position (0,0) are exactly same as annotated ones and all reads at same coordinate position are of same length. The relative abundance of each small RNA species is proportional to the diameter of the circles.

# Supplementary material for: Synergistic and Independent Actions of Multiple Terminal Nucleotidyl Transferases in the 3’ Tailing of Small RNAs in Arabidopsis
**Source:** PLoS Genet. 2015 Apr 30;11(4):e1005091. doi: 10.1371/journal.pgen.1005091
**Supplement:** S3 Table — Note that only HESO1 and URT1 possess all three signatures.

S3 Table

|           | PAP | PAP<br>associated | Linker region<br>and P-motif |
|-----------|-----|-------------------|------------------------------|
| HESO1     | YES | YES               | YES                          |
| URT1      | YES | YES               | YES                          |
| At3g56320 | YES | YES               | NO                           |
| At5g53770 | YES | YES               | NO                           |
| At3g51620 | YES | YES               | NO                           |
| At2g40520 | YES | YES               | NO                           |
| At4g00060 | YES | YES               | NO                           |
| At3g45750 | YES | NO                | YES                          |
| At3g45760 | YES | NO                | YES                          |
| At3g61690 | YES | NO                | NO                           |

# Supplementary material for: Synergistic and Independent Actions of Multiple Terminal Nucleotidyl Transferases in the 3’ Tailing of Small RNAs in Arabidopsis
**Source:** PLoS Genet. 2015 Apr 30;11(4):e1005091. doi: 10.1371/journal.pgen.1005091
**Supplement:** S4 Table

**S4 Table** List of primers and oligos in this study.

| Name | Sequence (5’ – 3’) | Applications |
| --- | --- | --- |
| **Small RNA probes** | | |
| miR166 | GG+GGA+ATG+AAG+CCT+GGT+CCG+T | Northern blot |
| miR167 | T+AGA+TCA+TGT+TGG+CAG+TTT+CA | Northern blot |
| miR171 | G+ATA+TTG+GCG+CGG+CTC+AAT+CA | Northern blot |
| miR172 | AT+GCA+GCA+TCA+TCA+AGA+TTC+T | Northern blot |
| U6 | TCATCCTTGCGCAGGGGCCA | Northern blot |
| **Primers for qRT-PCR** | | |
| CUC2qF | GCACCAACACAACCGTCACAG | qRT-PCR |
| CUC2qR | GAATGAGTTAACGTCTAAGCCCAAGG |  |
| CUC1qF | CGCCTTGACGGCAAATTCTCTTAC | qRT-PCR |
| CUC1qR | GATGATCGGAGCAATTGCAGAACC |  |
| HAP2bqF | TGCTGCAATTTCAAAACCTG | qRT-PCR |
| HAP2bqR | TCACCTCACGGCGAAGTTAC |  |
| AGO1qF | AAGGAGGTCGAGGAGGGTATGG | qRT-PCR |
| AGO1qR | CAAATTGCTGAGCCAGAACAGTAGG |  |
| ACT2-RT-F | CTCTCCGCTTTGAATTGTCTCGTTG | qRT-PCR |
| ACT2-RT-R | GGTACCATTGTCACACACGATTGGT |  |
| SPL10qF | GTGGGAGAATGCTCAGGAGGC | qRT-PCR |
| SPL10qR | GAGTGTGTTTGATCCCTTGTGAATCC |  |
| GAPDHqF | TCTTTCCC TGCTCAATGCTCCTC | qRT-PCR |
| GAPDHqR | TTTCGCCACTGTCTCTC CTCTAAC |  |
| **Plasmid Construction** | | |
| URT1gGWF | CACCTCAACATAACAATCAACCCCAACG | Complementation |
| URT1gGWR | GTTGTGGCCTTGTCCATTATTATCTTC |  |
| URT1cGWF | CACCATGGCGGACGGTGGGGCTGAAC | Overexpression |
| URT1cGWR | GTTGTGGCCTTGTCCATTATTATCTTC |  |
| GST-URT1F | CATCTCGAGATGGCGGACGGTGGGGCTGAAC | Prokaryotic expression |
| GST-URT1R | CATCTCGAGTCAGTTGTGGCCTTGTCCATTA |  |
| **Genotyping** | | |
| heso1-2dCAPSF | AGATGTTCTATGTTGTTTGCTGCA | *heso1-2* genotyping |
| heso1-2dCAPSR | ATATTTTGTGTGGTTTGGCTTCA |  |
| urt1-3dCAPSF | gaagtgaagttactttggattgca | *urt1-3* genotyping |
| urt1-3dCAPSR | gttattatacacacCTGTAAGCTA |  |
| **RNA oligo** | | |
| miR166a | TCGGACCAGGCTTCATTCCCC | RNA ligation |

How the deposited data were processed for this re-analysis (not part of the article)

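Small RNA libraries of inflorescences were sequenced from 6 genotypes, L*er*, *hen1-2*, *hen1-2 heso1-2*, *hen1-2 heso1-2 urt1-3*, *heso1-2* and *heso1-2 urt1-3*, with 2 libraries each. The authors removed the adaptors, took miRNA sequences from miRBase 17.0 as the reference and deposited, for each of the 12 libraries, a table of read counts at 337 miRNA entries, without normalization. The deposited counts are whole numbers. The paper's text does not name how a read that matches several entries was counted, but the counts summed to more than the total mapped reads of S1 Table in every library that the table covers, so reads were listed at more than 1 entry. The counts give no length, tail or trimmed length of the reads. The 334 entries matched to the annotation held 267 distinct mature sequences, and the 337 entries held 257 distinct sets of counts. The total mapped reads of S1 Table, the depth per library, were between 1630380 and 3816844; the depth of the *heso1-2* and *heso1-2 urt1-3* libraries is known only as the sum of counts. Intervals on shares cover counting error only, since the reads carry no molecular identifiers. Tail lengths and nucleotides were read from the paper's S1 and S2 Tables, which cover the libraries of L*er*, *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3*.

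Mature sequences, positions and the nucleotides that follow them in the precursors were taken from the TAIR10.1 genome and annotation, of the Columbia accession. The plants are in the L*er* background, and variants between the accessions were not examined.

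Abundance was compared with edgeR 4.0.16 in R 4.3.3: counts were filtered with filterByExpr at its defaults, normalized by TMM, and tested with the quasi-likelihood test in a joint fit over all libraries, with a term for each genotype and no replicate block. An entry was called changed at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation was 0.274. The paper's text names no test of miRNA abundance. The interaction contrasts compared the effect of *urt1-3* in *hen1-2 heso1-2* with that in *heso1-2*, and the effect of *heso1-2* in *hen1-2* with that in HEN1+. The test was tested on simulated data, counts drawn for 209 entries with 40 changed 4-fold, of which 34 were recovered, with 2 unchanged entries called. In a simulated comparison with no change, 0 entries were called. The median log2 fold change of the entries raised was 1.66, of those lowered -2.18 and of those not changed -0.0310. The simulated entries were drawn independently, with as many raised as lowered. The simulation therefore does not show how the test behaves where entries share reads or where the scaling differs between genotypes.

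The entries named were chosen by a rule: every small RNA the paper names that the files list, and for each comparison the 2 largest rises and the 2 largest falls past the threshold in which both libraries of one genotype lay above both of the other, with 1 entry taken where several had identical counts. Not all entries that the rule gives are described in the text. This rule, the tests and the alternatives were set before the data were examined, except where the text says otherwise. The rules for entry pairs with the same mature sequence or a shared 5’ part, with their minimum of 100 counts in every library, were set after the counts had been seen.

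Pairs of entries were compared within each library, so that library size does not enter. Their order over 3 genotypes was tested with an exact two-sided permutation test over all 90 arrangements of the 6 libraries, and values from S1 and S2 Table with an exact two-sided permutation test of 2 libraries against 2. These were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and sequences were read with Biopython 1.88. Plots were drawn with matplotlib 3.10.9.

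The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, the sum of all counts or the total mapped reads of S1 Table as scaling, all entries with a count or entries with at least 10 counts in every library, identical entries collapsed, the replicate number as a block, only the libraries compared, and each library left out in turn. For S1 and S2 Table they were other tail lengths, weightings and denominators. The replicate numbers that the block uses come from the labels of the libraries, and no batch or date is given. Over the 15 pairs of genotypes, the deviations of same-numbered libraries had a mean correlation across entries of -0.059, from -0.521 to 0.580, with 6 above 0.

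miR173 is listed as miR173-5p and was tested under that name. The length distributions, the tail and trim matrices, the ta-siRNAs and the hc-siRNAs have no values in the deposited counts and were not analysed here. *HESO1*, *URT1* and *HEN1* are not among the entries, so the genotypes could not be checked from their transcripts.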

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

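All tests of explanations here were chosen after the results they concern had been seen.

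The effect of *urt1-3* differed between *hen1-2 heso1-2* and *heso1-2* at 7 of 209 miRNA entries by an interaction contrast in edgeR, with 4 higher and 3 lower in *hen1-2*. With the replicate number as a block, the interaction count was 6. Without the entries that share their first 16 nt with another miRNA, 6 entries were called. The count does not show whether these are the same entries. DESeq2's size factors and the sum of counts gave at least 16. If tailed reads are left out of the counts, entries would rise as tails are lost. The calls went both ways, but tails per entry are not in the counts, so the pattern cannot be told apart from that explanation.

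The effect of *heso1-2* differed between *hen1-2* and HEN1+ at 52 entries, with 33 higher and 19 lower in *hen1-2*. With the replicate number as a block the count was 52. Without the entries that share their first 16 nt with another miRNA the count was 43, and the same scalings gave at least 64. For the same reason as above, this pattern cannot be told apart from an effect of tailed reads, if these are left out of the counts.

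The paper does not discuss miR157, where the miR157c entry exceeded the miR157a entry by 54.6% of the miR157c count in *hen1-2*, above the level in L*er*. A longer product of the miR157c precursor, made without HESO1 and URT1, may account for part of it: the excess left in *heso1-2 urt1-3* was 2.15% of the count. Such a product would also be seen in *hen1-2 heso1-2 urt1-3*, where the excess was 5.42%, so it would be a small part of the excess in *hen1-2* unless it is trimmed more in the triple mutant. The part that is left cannot be told apart from such a product, and the pair was chosen for its excess.

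In *hen1-2 heso1-2 urt1-3* the miR166a entry, whose precursor continues with C, exceeded the miR166e entry, which continues with U, by 22667 reads on average. Cytidine added to mature miR166 is a candidate explanation, since the largest excess in a L*er* library was 432 reads, where a longer product of the miR166a precursor made in every genotype would also be seen. This pair, too, was chosen for its pattern, and a longer product that is trimmed less in the triple mutant was not tested.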

How the results depend on the processing

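Of 89 counts of changed entries under alternatives, 58 stayed within 1.5 times the count reported, 18 were higher and 13 lower. The counts for *hen1-2* against L*er* and for *hen1-2 heso1-2 urt1-3* against L*er* stayed within that range under every alternative run, from 78 to 146 and from 75 to 130. The others moved as follows, and the cause was not tested.

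Between *hen1-2 heso1-2* and *hen1-2*, against 48 reported, the count was 79 with the sum of counts as library size, 80 with the totals of S1 Table and 81 with only the libraries compared. Between *hen1-2 heso1-2 urt1-3* and *hen1-2 heso1-2*, against 44, it was 22 with the sum of counts, 19 with at least 10 counts in every library, 0 with only the libraries compared (45 at an unadjusted p under 0.05) and 26 without entries that share their first 16 nt with another miRNA, an alternative chosen after seeing the data.

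Between *heso1-2* and L*er*, against 18, the count was 36 with DESeq2, 34 with its size factors, 38 with the sum of counts, 42 with all entries and 30 without the entries with a shared 5’ part. Between *heso1-2 urt1-3* and *heso1-2*, against 2, it was 7 with all entries and 1 with identical entries collapsed. It was 0 with the sum of counts, with the count minimum, with the replicate block and with only the libraries compared, where 20, 10, 11 and 12 entries had an unadjusted p under 0.05. Between *heso1-2 urt1-3* and L*er*, against 22, it was 6 with the sum of counts, 41 with all entries, 3 with the count minimum, 81 with only the libraries compared and 86 with crossed replicate numbers as the block in these libraries, which was chosen after seeing the data.

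The interaction of *urt1-3*, against 7, gave 26 with DESeq2, 21 with its size factors, 16 with the sum of counts, 25 with all entries, 16 with identical entries collapsed and 3 with only the genotypes compared. That of *heso1-2*, against 52, gave 117 with the sum of counts and 26 with the count minimum.

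With the replicate block, 108 entries were called between *hen1-2* and L*er*, where same-numbered libraries had r = -0.109 and the crossed pairing gave 137. Between *hen1-2 heso1-2 urt1-3* and L*er* it called 110 (r = -0.384; crossed, 86), and between *heso1-2 urt1-3* and L*er* 21 (r = -0.197).

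The scaling moved the median log2 fold change of all entries. With the sum of counts in place of TMM the shift was 1.40 between *hen1-2* and L*er*, -1.15 between *hen1-2 heso1-2* and *hen1-2*, 0.23 between *hen1-2 heso1-2 urt1-3* and *hen1-2 heso1-2*, and 0.40 between *hen1-2 heso1-2 urt1-3* and L*er*. It was 0.86, -0.76 and 0.10 between *heso1-2* and L*er*, *heso1-2 urt1-3* and *heso1-2*, and *heso1-2 urt1-3* and L*er*. With the totals of S1 Table it was 0.46, -0.57, 0.46 and 0.31 in the first 4 of these comparisons. With DESeq2's size factors it was -0.21 between *hen1-2 heso1-2* and *hen1-2*, 0.23 between *hen1-2 heso1-2 urt1-3* and *hen1-2 heso1-2*, -0.22 between *heso1-2 urt1-3* and *heso1-2*, and -0.20 between *heso1-2 urt1-3* and L*er*.

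The log2 fold changes of single entries had 240 values under alternatives that keep every library. Of these, 197 kept direction and side of the threshold, 17 were weaker, 17 stronger and 9 reversed. miR163 between *hen1-2 heso1-2* and *hen1-2*, close to 0, was -0.20 with DESeq2 and -0.20 with its size factors, -1.15 with the sum of counts, -0.59 with the totals of S1 Table, -0.0202 with identical entries collapsed and -0.0726 without the entries with a shared 5’ part. miR164a in the same comparison was 0.0470 with the count minimum. With the sum of counts, miR390a between *hen1-2* and L*er* was 0.70 and miR158a between *heso1-2* and L*er* 0.44. With each library left out, 65 of 104 values moved by less than the replicate spread, 33 moved more and 6 reversed. The reversals were in miR163 and miR164a between *hen1-2 heso1-2* and *hen1-2* (from -0.20 to 0.0318 and from -0.995 to 0.0104), miR390a between *hen1-2* and L*er* (-0.70 to 0.23) and miR158a between *heso1-2* and L*er* (-0.58 to 0.16).

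Tailed reads of 2 nt or longer per 100 mapped reads were 1.82 in L*er*, 22.3 in *hen1-2*, 6.57 in *hen1-2 heso1-2* and 0.456 in *hen1-2 heso1-2 urt1-3*. The uridine share was 79.1%, 88.5% and 91.2% over tails of 1 to 3 nt in L*er*, *hen1-2* and *hen1-2 heso1-2*, and 72.8%, 88.1% and 83.9% as the mean over tail lengths. The ratio of non-uridine nucleotides of *hen1-2 heso1-2* to *hen1-2* was 0.632 by raw number, 0.219 relative to the deposited counts and 0.754 in tails of 1 nt. For *hen1-2 heso1-2 urt1-3* to *hen1-2 heso1-2* it was 0.794, 0.686 and 1.25, and for *hen1-2 heso1-2 urt1-3* to *hen1-2* 0.502, 0.150 and 0.941. For reads with 1 nt trimmed and 1 nt tailed, the raw numbers gave 1.20 for *hen1-2 heso1-2* to *hen1-2* and 1.32 for *hen1-2 heso1-2 urt1-3* to *hen1-2*. The cause was not tested.

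Between *heso1-2 urt1-3* and L*er*, the mean U excess differed by -0.0675 percentage points with pooled reads (exact permutation p = 0.178) and -0.331 without the miR157 pair (p = 0.0667). In the pairs with no U at the first different base of either member, the share of reads listed at a paralog differed by 14.6 percentage points between *hen1-2 heso1-2 urt1-3* and *hen1-2* (exact permutation p = 0.0667, against 0.0222 with all pairs kept) and by 7.51 between *heso1-2 urt1-3* and L*er* (p = 0.0222, against 0.0667). The latter share differed by 11.6 percentage points with pooled reads (exact permutation p = 0.0222), and the permutation p was 0.178 with the pairs that differ by a U and 0.178 with a minimum of 1000 counts. These alternatives were chosen after seeing the data.

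Leaving out a library leaves 1 in its genotype, so counts of changed entries have no such alternative. The alternatives for normalized values and for length, tail and trim shares of single miRNAs did not apply to counts, and the totals of S1 Table cover no *heso1-2* or *heso1-2 urt1-3* library. With 2 libraries per genotype, no exact test between 2 genotypes can give p below 0.333.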

Differences from the paper's values

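The paper states that the raw counts of the non-uridine nucleotides added were comparable among *hen1-2*, *hen1-2 heso1-2* and *hen1-2 heso1-2 urt1-3*. By the numbers of its S1 Table, the mean raw count of adenosine was 73108 in *hen1-2*, 26048 in *hen1-2 heso1-2* and 24809 in *hen1-2 heso1-2 urt1-3*. That of cytidine was 113844, 88954 and 66036, and that of guanosine 5706, 6742 and 5810. All non-uridine nucleotides of *hen1-2 heso1-2 urt1-3* together had a ratio of 0.502 to those of *hen1-2*. Among the alternatives set before the data were examined, the ratio was closest to 1 with tails of 1 nt only, per mapped read, at 0.941. For reads with 1 nt trimmed and 1 nt tailed, the raw numbers gave 1.32.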

Other observations

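All tests of explanations here were chosen after the results they concern had been seen.

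By the upper bound, which is not a strict maximum, the reads listed in *hen1-2* came to 65.4% and 64.5% of the total mapped reads of the paper's S1 Table. By the lower bound they came to 100.6% and 100.9% of the reads without a tail in that table, so some reads with a tail are listed if both count the same reads. These values are consistent with counts that leave out part of the reads with a tail, and other reasons for a shortfall were not tested. No biological explanation was tested.

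Entries with the same mature sequence held different counts. The median difference in *hen1-2* was 1.49% of the count over 35 pairs whose precursors continue with other nucleotides, none of which had equal counts in all libraries. Over 23 pairs that continue with the same 2 nt it was 0, and 21 of them had equal counts in all libraries. A candidate explanation is that a read with an added nucleotide is counted at the entry whose precursor continues with it. A longer product of the precursor would be counted the same way, and the counts alone do not separate it from an added nucleotide.

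Of the paralog entries, 6 of 6 rose from L*er* to *hen1-2 heso1-2 urt1-3*, with a median log2 fold change of 3.11. This lay at percentile 99.99 of 10000 random lists matched on mean expression, whose median was -0.21. Reads trimmed to the shared stretch and counted at both entries may account for the rise, which would then not be a change in the abundance of these miRNAs. The entries were required to be low in L*er*, and the counts do not separate trimmed reads from the entries' own.

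Between *hen1-2* and L*er*, 112 entries were called changed by edgeR, 54 higher and 58 lower in *hen1-2*. A count can fall as tails are gained, if part of the tailed reads is left out of the counts. Among the entries that the naming rule gives, the largest rises were in miR771 (log2 fold change 7.44, adjusted p = 8.330e-05 from edgeR) and miR776 (4.47, adjusted p = 1.051e-05), and the largest falls in miR829.1 (-4.59) and miR847 (-3.58). miR771 had a count of 0 in both L*er* libraries and of 20 and 17 in those of *hen1-2*, so the size of its fold change depends on how edgeR treats counts of 0. miR847 had 17 reads in each L*er* library and 2 and 1 in those of *hen1-2*. Between *hen1-2 heso1-2 urt1-3* and L*er*, 112 were called, 63 higher and 49 lower. Between *heso1-2 urt1-3* and L*er*, 22 were called, 19 higher and 3 lower.

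Fold changes were also compared by the length and the first and last base of the mature miRNA, with nothing to report.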
